# KDM6A facilitates Xist upregulation at the onset of X inactivation

**DOI:** 10.1186/s13293-024-00683-3

**Published:** 2025-01-03

**Authors:** Josephine Lin, Jinli Zhang, Li Ma, He Fang, Rui Ma, Camille Groneck, Galina N. Filippova, Xinxian Deng, Chizuru Kinoshita, Jessica E. Young, Wenxiu Ma, Christine M. Disteche, Joel B. Berletch

**Keywords:** Allele-specific, Epigenetics, X inactivation, Histone methylation, Dosage compensation, Escape

## Abstract

**Background:**

X chromosome inactivation (XCI) is a female-specific process in which one X chromosome is silenced to balance X-linked gene expression between the sexes. XCI is initiated in early development by upregulation of the lncRNA *Xist* on the future inactive X (Xi). A subset of X-linked genes escape silencing and thus have higher expression in females, suggesting female-specific functions. One of these genes is the highly conserved gene *Kdm6*a, which encodes a histone demethylase that removes methyl groups at H3K27 to facilitate gene expression. *KDM6A* mutations have been implicated in congenital disorders such as Kabuki Syndrome, as well as in sex differences in development and cancer.

**Methods:**

*Kdm6a* was knocked out (KO) using CRISPR/Cas9 gene editing in hybrid female mouse embryonic stem (ES) cells derived either from a 129 × *Mus castaneus* (*cast*) cross or a BL6 x *cast* cross. In one of the lines a transcriptional stop signal inserted in *Tsix* results in completely skewed X silencing upon differentiation. The effects of both homozygous and heterozygous *Kdm6a* KO on *Xist* expression during the onset of XCI were measured by RT-PCR and RNA-FISH. Changes in gene expression and in H3K27me3 enrichment were investigated using allele-specific RNA-seq and Cut&Run, respectively. KDM6A binding to the *Xist* gene was characterized by Cut&Run.

**Results:**

We observed impaired upregulation of *Xist* and reduced coating of the Xi during early stages of differentiation in *Kdm6a* KO cells, both homozygous and heterozygous, suggesting a threshold effect of KDM6A. This was associated with aberrant overexpression of genes from the Xi after differentiation, indicating loss of X inactivation potency. Consistent with KDM6A having a direct role in *Xist* regulation, we found that the histone demethylase binds to the *Xist* promoter and KO cells show an increase in H3K27me3 at *Xist*, consistent with reduced expression.

**Conclusions:**

These results reveal a novel female-specific role for the X-linked histone demethylase, KDM6A in the initiation of XCI through histone demethylase-dependent activation of *Xist* during early differentiation.

**Plain language summary:**

X chromosome inactivation is a female-specific mechanism that evolved to balance sex-linked gene dosage between females (XX) and males (XY) by silencing one X chromosome in females. X inactivation begins with the upregulation of the long noncoding RNA *Xist* on the future inactive X chromosome. While most genes become silenced on the inactive X chromosome some genes escape inactivation and thus have higher expression in females compared to males, suggesting that escape genes may have female-specific functions. One such gene encodes the histone demethylase KDM6A which function is to turn on gene expression by removing repressive histone modifications. In this study, we investigated the role of KDM6A in the regulation of *Xist* expression during the onset of X inactivation. We found that KDM6A binds to the *Xist* gene to remove repressive histone marks and facilitate its expression in early development. Indeed, depletion of KDM6A prevents upregulation of *Xist* due to abnormal persistence of repressive histone modifications. In turn, this results in aberrant overexpression of genes from the inactive X chromosome. Our findings point to a novel mechanism of *Xist* regulation during the initiation of X inactivation, which may lead to new avenues of treatment to alleviate congenital disorders such as Kabuki syndrome and sex-biased immune disorders where X-linked gene dosage is perturbed.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-024-00683-3.

## Highlights

- *Kdm6a* knockout prevents upregulation of the lncRNA *Xist* during differentiation of female stem cells, suggesting that KDM6A plays a threshold-dependent role in facilitating *Xist* expression during the onset of X chromosome inactivation, a female-specific phenomenon.
- X chromosome inactivation efficacy is markedly reduced in cells with *Kdm6a* knockout, leading to increased gene expression from the Xi.
- KDM6A binding at the *Xist* gene during the onset of X inactivation is necessary for the removal of H3K27 methylation, revealing a direct role in regulating *Xist* expression via H3K27 demethylation-dependent mechanisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-024-00683-3.

## Introduction

In mammalian females X chromosome inactivation (XCI) serves to balance X-linked gene expression between males (XY) and females (XX) [1, 2]. XCI is a robust silencing mechanism characterized by several chromosome-wide epigenetic changes on the inactive X (Xi), including histone de-acetylation, ubiquitination of H2AK119, methylation of H3K27 and H3K9, DNA methylation at CpG islands, and chromatin condensation. XCI is initiated at early stages of development by upregulation of the long non-coding RNA (lncRNA) *Xist* from the future Xi. *Xist* RNA coats the Xi and recruits proteins that implement epigenetic changes for silencing. This process can be modeled in mouse embryonic stem (ES) cells, which demonstrate extensive silencing by day 4–7 of differentiation [3, 4].

A subset of X-linked genes escape XCI and remain expressed from the Xi, albeit at a lower level than from the active X chromosome (Xa), resulting in higher expression in females compared to males [5, 6]. XCI and escape are processes unique to females, suggesting that factors involved in these processes such as *Xist* and other regulatory elements that influence the structure and epigenetic features of the Xi may be partly controlled by genes with female-biased expression [7]. One of these genes is *Kdm6a*, a highly conserved gene that escapes XCI in all mammalian species tested [8, 9]. The main function of KDM6A is to facilitate gene expression during differentiation and development by resolution of bivalent domains through demethylation of H3K27me3 [10–13]. Additionally, KDM6A plays a role in allelic gene regulation, where it preferentially targets maternal alleles of autosomal genes to increase expression [14]. Interestingly, KDM6A has a Y-encoded homolog (UTY) that has little or no demethylase activity, suggesting that KDM6A may have female-specific roles that depend on its demethylase function [15–17].

Here, we show that KDM6A plays a role in *Xist* upregulation during the earliest stages of XCI. We find that *Kdm6a* KO results in decreased levels of *Xist* RNA and in reduced formation of an *Xist* cloud during ES cell differentiation. This causes impaired silencing of genes from the Xi. A direct association between H3K27me3 demethylation by KDM6A and *Xist* expression is supported by findings that KDM6A binds to the *Xist* promoter region during ES cell differentiation, and that *Kdm6a* KO results in an increase of H3K27me3 levels along the *Xist* gene. Thus, the female-biased expression of *Kdm6a* via escape from XCI may have evolved as a mechanism that contributes to XCI by regulating *Xist*.

## Results

### Generation of *Kdm6a* KO ES cells

To study the potential role of KDM6A at the onset of XCI, we used CRISPR/Cas9 to knockout (KO) *Kdm6a* in hybrid female mouse ES cells derived from a 129 x *Mus castaneus* (*cast*) cross in which alleles can be distinguished by SNPs (Additional File 1: Figure S1A). In order to examine changes specifically on the Xi we used *Tsix-*stop cells (donated by J. Gribnau, Erasmus MC) in which a transcriptional stop signal is inserted onto the 129 allele of *Tsix*, resulting in completely skewed silencing of the 129 X chromosome upon differentiation [18]. Stable *Kdm6a* KO *Tsix-*stop ES cell clones with a heterozygous or homozygous deletion of part of exon 2 through part of exon 4 (wt/ΔE or ΔE/ΔE, respectively) were generated (Additional File 1: Figure S1A) [14]. PCR and Sanger sequencing verified homozygous editing of *Kdm6a* in two KO clones (*Tsix-Kdm6a*^*ΔE/ΔE17*^ and *Tsix-Kdm6a*^*ΔE/ΔE21*^) and heterozygous editing in one KO clone (*Tsix-Kdm6a*^*wt/ΔE4*^). Despite residual *Kdm6a* expression in the homozygous KO clones, western blot analysis showed no evidence of KDM6A protein [14, 15]. We also isolated control *Tsix-*stop ES cell clones (*Tsix*-cln1, *Tsix*-cln2; hereafter called CRISPR controls), which were subject to the CRISPR/Cas9 treatment but did not exhibit a deletion. In a separate experiment, *Kdm6a* homozygous editing was done by deleting the promoter in another hybrid female mouse ES cell line called E8 (donated by J. Gribnau, Erasmus MC) to derive clone E8-*Kdm6a*^*ΔP/ΔP13*^ (Additional File 1: Figure S1A). The E8 cell line derived from a C57BL/6J (BL6) x *cast* cross undergoes random XCI with partial skewing due to a strong *Xce* allele that results in a ~2:1 inactivation of the BL6:*cast* X chromosome upon differentiation [4, 19]. A summary of the clones used in this study can be found in Additional File 2: Table S1.

### *Kdm6a* KO results in expression changes of genes involved in germ layer development after XCI occurs

RNA-seq analyses were done to compare gene expression between *Tsix-*stop wild-type (wt) and *Kdm6a* KO (*Tsix-Kdm6a*^*ΔE/ΔE17*^ and *Tsix-Kdm6a*^*ΔE/ΔE21*^) clones before day 0 (thereafter abbreviated D0) and after (D15) differentiation of ES cells into embryoid bodies (EB). 

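RNA-seq libraries of *Tsix*-stop cells were compared at D0, as undifferentiated ES cells, and at D15, as EBs. On each day there were 2 wt libraries, 2 *Kdm6a* KO libraries and 1 CRISPR control library, so differences from the CRISPR control have no replicate check. The labels number the KO libraries as replicates 1 and 2 and do not name their clones, so no library is assigned to a clone here. The authors mapped the reads with bowtie2 to pseudo-129 and pseudo-*cast* genomes built from mm10, kept uniquely mapped reads, and separated those with SNPs into 129 and *cast* reads. They deposited estimated counts per gene without normalization, and the counts on the 129 genome are used here as diploid counts. The meaning of the columns was taken from their names and their relations, since the paper's text does not state it. Of these values 7.10% were not whole numbers and were rounded.

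The wt libraries held 68796172 and 61955226 counts at D0 and 61856873 and 53026175 at D15. The KO libraries held 62504821 and 64765927 counts at D0 and 56215052 and 51091148 at D15, and the CRISPR control held 68710453 at D0 and 54551222 at D15. Reads with a SNP numbered 9174003 to 12060880 per library, with a median of 10752091.5. The 10 most abundant genes took between 3.81% and 5.67% of the counts of a library.

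Counts were normalized with the TMM method of edgeR and tested with its quasi-likelihood test in 1 fit of the 8 wt and KO libraries, whereas the paper used DESeq2. A DEG had an FDR of at most 0.1 after Benjamini-Hochberg adjustment and at least a 2-fold change, as in the paper. The test covered the 13121 genes with at least 2.5 CPM in at least 2 libraries, of which 492 were X-linked and 12601 autosomal. TPM was computed from the same counts and exon lengths, and allelic TPM is TPM multiplied by the share of SNP reads from each allele. Coordinates are those of GENCODE vM21 on GRCm38. With 2 libraries against 2, the smallest 2-sided p that an exact permutation test can give is 0.333, so no such test is given for single genes.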

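*Kdm6a*, the targeted gene, lies on the X chromosome from 18162575 to 18279936. Its level was 139 and 209 CPM in the wt libraries and 130 and 48.5 CPM in KO replicates 1 and 2 at D0. At D15 it was 139 and 109 CPM in wt and 93.5 and 28.0 CPM in KO. The CRISPR control had 128 CPM at D0 and 93.5 CPM at D15. Between KO and wt, the log2 fold change was −0.97 at D0 (standard error 0.57, FDR 0.30 by edgeR) and −1.03 at D15 (FDR 0.19). Leaving out KO replicate 2 moved these to −0.42 and −0.38, and leaving out KO replicate 1 to −1.85 and −2.14. With the replicate number as a block, *Kdm6a* was called at D15 with −1.20 (adjusted p 0.089 by edgeR). The labels do not state that this number marks the same clone or batch. On 129 reads alone, the log2 fold change of *Kdm6a* was −1.26 at D0 (adjusted p 0.048 by edgeR) and −1.06 at D15 (adjusted p 0.050). On *cast* reads alone, it was −0.99 at D0 (adjusted p 0.38 by edgeR) and −0.91 at D15 (adjusted p 0.33). KO replicate 1 had about the level of the CRISPR control. The names under which the CRISPR control libraries were deposited call them KO, while their labels and the methods call them a control, which is followed here, so values of the CRISPR control rest on a label in doubt. The counts are per gene and do not show the deleted exons, so the level of *Kdm6a* neither bears out nor contradicts the labels of these libraries.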

For *Tsix-*stop cells, principal component analysis (PCA) based on either autosomal or X-linked gene expression shows little separation between wt and KO clones at D0, but a clear separation at D15, indicating that the effects of *Kdm6a* KO are most pronounced after differentiation (Figure 1A). 

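PCA was computed on log2 CPM of the 11702 autosomal and the 456 X-linked genes with at least 2.5 CPM in 4 of the 8 libraries. The first component held 81.3% of the variance for autosomal genes and 77.0% for X-linked genes. On the first pair of components, the distance between the wt and KO centroids for autosomal genes was 14.9 at D0 and 75.2 at D15. For X-linked genes it was 5.81 at D0 and 18.4 at D15. The libraries of a group also lay farther apart in KO at D15. For autosomal genes the 2 wt libraries were 3.36 apart at D0 and 2.31 at D15, and the KO libraries 1.16 apart at D0 and 18.8 at D15. For X-linked genes the wt libraries were 2.37 and 0.619 apart and the KO libraries 1.45 and 4.60 apart at D0 and D15.

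Divided by the mean distance within a group, the separation for autosomal genes was 6.58 at D0 and 7.13 at D15, and for X-linked genes it was 3.05 at D0 and 7.06 at D15. With a library of the same day left out, 1 group has no distance within it, so such ratios are not compared here. With each D15 library left out in turn, the ratio at D0 was between 11.0 and 13.7 for autosomal genes and between 3.04 and 5.74 for X-linked genes. With each D0 library left out in turn, the ratio at D15 was between 6.82 and 7.22 for autosomal genes and between 6.79 and 7.46 for X-linked genes. With the CRISPR control included, the autosomal ratio at D0 fell to 2.81.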

Consistent with PCA clustering, we found only 624 differentially expressed genes (DEGs) between wt and KO cells at D0, while there were 886 DEGs at D15 (≥2 fold change; FDR ≤0.1) (Additional File 1: Figure S1B; Additional File 3: Table S2). These findings are in agreement with KDM6A’s dispensable role in undifferentiated ES cells versus its multiple roles in regulation of genes involved in development and differentiation [11, 14, 20]. Indeed, among the DEGs found at D15 (a time point after XCI has occurred) there is a subset of genes involved in germ layer development, including genes expressed in all three germ layers, which are downregulated in *Tsix-*stop *Kdm6a* KO cells at D15, but not at D0 (Additional File 1: Figure S1C; Additional File 4: Table S3). 

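Between wt and KO, 1066 genes were called as DEGs at D0, of which 408 were higher and 658 lower in KO. At D15 there were 1958 DEGs, 502 higher and 1456 lower. For 2247 genes the change itself differed between the days in a test of the interaction, 868 with a higher and 1379 with a lower log2 fold change at D15. Adding the CRISPR control to the wt group moved the counts by the largest factor among the alternatives that kept the thresholds, to 20 DEGs at D0 and 1115 at D15, and of the paper's DEGs 1 was called at D0 and 414 at D15. The gene with the lowest log2 fold change at D0 was *Allc* with −4.63 (standard error 0.54, FDR 0.0019 by edgeR), on chromosome 12, whose allelic share differed between the wt and KO libraries. *Plet1* (−4.36) and *Liph* (−4.01) followed. *Gm13889* (3.98), *Aldh1a3* (3.49) and *Kdr* (3.41) rose most at D0. At D15 *Ptger2* (3.63), *Fgf17* (3.25) and *Nrsn1* (3.09) rose most. *Mgp* fell by 7.50 and *Srpx2* by 7.31 on the log2 scale, and *Vtn*, at or under 3 counts in both KO libraries, was at least 137-fold lower. *Mgp* lies on chromosome 6 and *Vtn* on chromosome 11, in regions whose allelic shares at D15 also differed. These are the 3 largest changes each way with a mean of at least 5 TPM in 1 group and no overlap between wt and KO libraries.

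Of the paper's 624 DEGs at D0 (Table S2), 604 were tested here, 600 had the same direction and 453 were called. Of its 886 DEGs at D15, 880 were tested, each with the same direction, and 836 were called.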

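Of the 39 germ layer genes of Table S3, 32 passed the filter. The paper chose this list on these libraries, so its change at D15 is not independent evidence. At D15, 28 of the 32 genes were lower in KO and 24 were DEGs, each of them lower, and 24 also when adjusted over the list alone. The median log2 fold change was −2.06 at D15, with a range over the genes from −4.85 to 0.73. As a set, the genes were lower than the other genes by limma's camera test with a preset correlation of 0.01 (adjusted p = 3.6e-12 over 28 set tests) and by fry (adjusted p = 2.4e-04). The filter of 2.5 CPM in at least 4 libraries moved the median most among the alternatives, to −1.31.

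At D0 the median was 0.055, or −0.0030 with the genes at or under 3 counts in 1 group set to their bound. At that day 6 genes were called, 3 higher and 3 lower, and 6 also when adjusted over the list alone. The camera test of limma at D0 gave an adjusted p = 0.78, and without KO D0 replicate 1 the median was −0.040. In the CRISPR control against wt, the median was −0.054 at D0 and −1.27 at D15.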

Of the germ layer genes with decreased expression in *Tsix*-stop KO cells, 19 were expressed (>1 TPM) at D2 and 18 were expressed at D4 of differentiation in E8-*Kdm6a* wt cells. There was no clear pattern of downregulation of these genes at either time point following *Kdm6a* KO, strongly suggesting that germ layer gene downregulation occurred after XCI (Additional File 1: Figure S1C; Additional File 4: Table S3). In line with KDM6A’s role in facilitating gene expression by removing the repressive mark H3K27me3, we observed an overall decrease in autosomal gene expression (Figure 1B). In contrast, 217/472 (46%) of X-linked genes assayed showed increased expression (>1.25 TPM fold change) in *Tsix*-stop *Kdm6a* KO (average of clones *Tsix-Kdm6a*^*ΔE/ΔE17*^ and *Tsix-Kdm6a*^*ΔE/ΔE21*^) compared to wt at D15 (Figure 1B).

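Autosomal genes at D15 were compared by the ratio of mean TPM in KO to mean TPM in wt, over genes above 1 TPM on average in wt or KO. Of 13949 autosomal genes, 24.5% rose more than 1.25-fold in KO and 31.1% fell as much, with a median log2 ratio of −0.025. On chromosome 1, which the paper shows, 25.2% of 798 genes rose and 33.0% fell. TPM are relative values, and the direction depended on the scaling. With each library rescaled to the same median autosomal gene, 31.4% of autosomal genes rose and 26.6% fell, with a median of 0.075. In the CRISPR control against wt, 23.0% of autosomal genes rose and 24.3% fell.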

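On the X chromosome, 245 of 544 genes (45.0%) had a TPM more than 1.25-fold higher in KO than in wt at D15, and 135 (24.8%) were lower by as much. The median log2 ratio of X-linked genes was 0.23. With a ratio of 1.5 as the threshold 26.1% of the genes rose, which was the lowest share among the alternatives, and without wt D15 replicate 2 the share was 38.5%. Of the comparisons of a single KO library with a single wt library, the share of X-linked genes that rose ranged from 38.5% to 49.5%. Between the wt libraries themselves, 3.89% of X-linked genes were higher and 33.9% lower in replicate 2 than in replicate 1. The CRISPR control had 20.0% of X-linked genes higher and 32.8% lower than wt.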

**Fig. 1:**
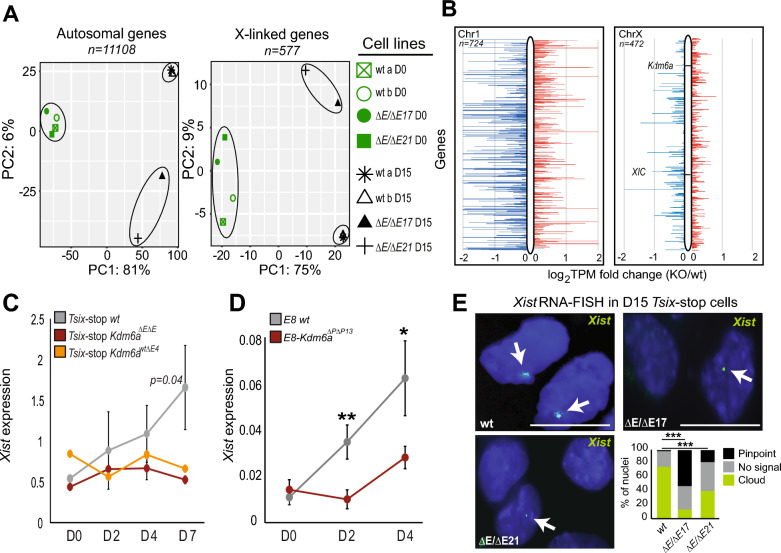
*Kdm6a* KO results in *Xist* downregulation. **A** Principal component analysis (PCA) based on expression of autosomal or X-linked genes in two *Tsix*-stop wt clones and two *Kdm6a* KO clones (*Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) before (D0) and after differentiation (D15). Only genes with a minimum of 2.5 CPM in 4 libraries were considered. PCA shows separation of clones based on *Kdm6a* KO status mainly after differentiation. PCA figures were generated by iDEP.95. **B** Plots of diploid gene expression from a representative autosome (Chr1, left) with similar gene content as the X, and from the X chromosome (right) in *Tsix*-stop wt and KO clones (average for *Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) at D15. *Kdm6a* and the XIC are highlighted. Log_2_ TPM fold change (KO/wt) is shown. Genes with a decrease of expression in KO versus wt are in blue, and with an increase in red. **C** qRT-PCR of average *Xist* expression normalized to *Actinβ* during ES differentiation in three *Tsix*-stop wt samples, two *Kdm6a*^*ΔEΔE*^ KO clones, and one *Kdm6a*^*ΔwtΔE*^ clone. p-value is derived from comparing wt to *Kdm6a*^*ΔEΔE*^ biological replicates. Divergence of *Xist* expression between wt and KO cells begins at D2 and is largest at D7 (p = 0.04). The *Kdm6a*^*wt/ΔE4*^ heterozygous KO clone behaves similarly to the homozygous clones. **D** qRT-PCR of *Xist* expression in E8 wt and KO clone (E8-*Kdm6a*^*ΔPΔP13*^). Expression is normalized to *Actinβ*. *Xist* is significantly lower at D2 and D4 in KO cells. P-values derived from two technical replicates of wt and KO cells (**p < 0.01;*p < 0.05). **E** RNA-FISH with a probe specific for *Xist* RNA labeled in green in *Tsix*-stop wt and KO clones (*Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^). Examples of nuclei are shown together with histograms for quantification of signal type (pinpoint, no signal or cloud). *Xist* clouds are present in 74% of D15 wt cells, but significantly decrease in KO clones (cloud compared to no signal; ***p < 0.00001 for T*six-Kdm6a*^*ΔEΔE17*^ and < 0.0001 for *Tsix-Kdm6a*^*ΔEΔE21*^ fisher’s exact test), while the frequency of pinpoint *Xist* signals increases in KO clones (pinpoint in wt compared to pinpoint in KO; ***p < 0.00001 for *Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^ fisher’s exact test). Nuclei are counterstained with Hoechst 33,342. Scale bar = 10 µm

### *Xist* expression and coating are impaired during early differentiation following *Kdm6a* KO

One of the earliest events at the onset of XCI is the upregulation of *Xist* [1, 2]. Therefore, we investigated changes in the dynamics of *Xist* expression during early mouse ES cell differentiation at D0, D2, D4, D7, and D15 following *Kdm6a* KO. Compared to *Tsix-*stop wt and CRISPR-control clones, *Kdm6a* KO clones (*Tsix-Kdm6a*^*ΔE/ΔE17*^ and *Tsix-Kdm6a*^*ΔE/ΔE21*^) have significantly reduced levels of *Xist* expression beginning at D2 of differentiation when *Xist* upregulation normally starts (Figures 1C and Additional File 5: Figure S2A). Importantly, this finding was confirmed in *Kdm6a* KO clone (E8-*Kdm6a*^*ΔP/ΔP13*^) derived from an independent ES line E8 (Figure 1D). Thus, we infer that KDM6A contributes to the activation of *Xist* in early differentiation beginning prior to D2 and increasing at D4 and D7 (Figures 1B and Additional File 5: Figure S2B). Analysis in *Tsix*-stop cells with heterozygous deletion of *Kdm6a (Tsix-Kdm6a *^*wt/ΔE4*^) revealed a similar effect on *Xist* by D7, suggesting that expression of *Kdm6a* from both alleles is needed for activation of *Xist* (Figure 1C). The lower expression of *Xist* in *Kdm6a* KO cells does not appear to be due to changes in levels of several of the known *Xist* repressors (*Tsix*, *Nanog, Pou5f1, Sox2, Rex1)* or activators (*Yy1, Rlim*) as these were not differentially expressed between *Tsix*-stop wt and KO cells at D0 (Additional File 5: Figure S2C) [21]. 

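Among *Tsix*, *Nanog*, *Pou5f1*, *Sox2*, *Zfp42* (*Rex1*), *Yy1*, *Rlim* and *Klf4* at D0, 1 of the 8 genes was a DEG, and 1 also when adjusted over the list alone. The log2 fold changes of the genes other than *Klf4* ranged from −0.31 for *Zfp42* (standard error 0.17, FDR 0.27 by edgeR) to 0.38 for *Sox2*. *Nanog* had 0.11, *Pou5f1* −0.091, *Rlim* 0.094 and *Yy1* −0.24. *Yy1* lies on chromosome 12, where the allelic share differed between the wt and KO libraries. *Tsix*, on the X chromosome from 103431517 to 103484957, had 0.14 (standard error 0.23, FDR 0.75 by edgeR). Its level at D0 was 57.3 ± 4.00 CPM in wt and 63.1 ± 5.83 CPM in KO (SD, n = 2). *Xist* lies within the span of *Tsix* on the opposite strand and the paper's text does not say whether counting used the strand, so the values of both genes are uncertain.

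For *Nanog* and *Rlim* the direction of the change depended on single libraries. *Tsix*, *Pou5f1*, *Sox2*, *Zfp42* and *Yy1* kept their direction with each library left out in turn. Without KO D0 replicate 1, *Nanog* had −0.065 and *Rlim* −0.10, and with the CRISPR control added to wt *Nanog* had −0.22 and none of the 8 genes was called, *Klf4* included.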

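*Klf4*, on chromosome 4 from 55527143 to 55532466, had 224 ± 1.18 CPM in wt and 675 ± 24.1 CPM in KO at D0 (SD, n = 2). The log2 fold change was 1.59 (standard error 0.19, FDR 0.0021 by edgeR). The CRISPR control had 620 CPM at D0, nearer to KO than to wt. With this library added to wt, the log2 fold change of *Klf4* was 0.93, the 1 alternative in which it was not called. Over the alternatives its FDR ranged from 2.8e-14 with DESeq2 to 0.50 with the CRISPR control added. At D15 the difference between wt and KO was 0.21, and the change from D0 to D15 differed between them by −1.38 (FDR 0.0086 by edgeR).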

*Klf4*, which is known to repress *Xist* via activation of *Tsix* [22], did show an increase in *Kdm6a* KO cells at D0, but *Tsix* expression was consistently lower in KO cells at D2, reaching levels similar to those in wt only at D4, suggesting that the increase in *Klf4* did not affect *Tsix* expression at this stage (Additional File 5: Figure S2D and E; Additional File 3: Table S2). Note that despite a small increase in *Sox2* expression in *Kdm6a* KO cells, this gene was not called as a DEG by Deseq2 (Additional File 5: Figure S2C; Additional File 3: Table S2). 

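*Sox2* lies on chromosome 3 from 34650405 to 34652461. Its level at D0 was 510 ± 10.4 CPM in wt, 665 ± 31.3 CPM in KO (SD, n = 2) and 628 CPM in the CRISPR control. The standard error of its log2 fold change was 0.11 and its FDR 0.051 by edgeR, which passed the FDR threshold while the change stayed under 2-fold. At D15 the log2 fold change of *Sox2* was 1.02 (FDR 4.9e-04 by edgeR).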

Previous studies have shown aberrantly increased expression of *Xis*t with *Tsix* inhibition in undifferentiated ES cells grown in media with serum [23, 24]. However, we verified that the *Tsix-*stop ES cells used here maintain a low level of *Xist* expression at D0 (~2 TPM) similar to levels observed in previous studies despite the presence of serum in the media (Additional File 5: Figure S2F) [3, 14].

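*Xist* lies on the X chromosome from 103460366 to 103483254 and is annotated as a lincRNA. At D0 its level was 2.57 and 1.66 TPM in the wt libraries, 4.39 and 4.47 TPM in the KO libraries and 3.53 TPM in the CRISPR control. These values came from 912 and 495 counts in wt, 1323 and 1406 in KO and 1151 in the CRISPR control. The log2 fold change at D0 was 0.94 (standard error 0.44, FDR 0.20 by edgeR), and 0.63 without wt D0 replicate 2.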

To determine whether *Kdm6a* KO affects the formation of an *Xist* cloud we performed RNA-FISH with a probe that targets *Xist* in differentiated *Tsix-*stop *Kdm6a* KO and wt cells at D15. The percentage of nuclei with *Xist* clouds sharply decreased after KO, with only 18% and 38% of nuclei with an *Xist* cloud in clones *Tsix-Kdm6a*^*ΔE/ΔE17*^ and *Tsix-Kdm6a*^*ΔE/ΔE21*^, respectively, versus 74% of wt nuclei (Figure 1E). Consistent with reduced *Xist* expression in *Kdm6a* KO clones, nuclei with a small pinpoint *Xist* signal rather than a cloud were prevalent in these clones (41% and 23% of nuclei in clones *Tsix*-*Kdm6a*^*ΔE/ΔE17*^ and *Tsix-Kdm6a*^*ΔE/ΔE21*^, respectively) compared to 4% in wt nuclei (Figure 1E). Loss of an X chromosome during cell culture is a common occurrence in female mouse ES cells and would confound our analysis of X-linked gene expression. To address this possibility DNA-FISH using probes targeting X chromosome-specific regions was done to verify that minor X chromosome loss occurred in any condition tested (Additional File 6: Figure S3).

Together, these results indicate that KDM6A contributes to upregulation of *Xist* expression in a threshold dependent manner, and to *Xist* coating of the Xi during early mouse ES cell differentiation.

### Aberrantly increased gene expression from the Xi in differentiated *Kdm6a* KO cells

We postulated that reduced *Xist* upregulation and *Xist* coating in *Kdm6a* KO cells may lead to impaired XCI in these cells. Allelic analyses of X-linked gene expression in *Tsix*-stop cells show that the increase in expression following *Kdm6a* KO is mainly due to increased expression specifically from the Xi where 76% (242/317) of assayed genes show a ≥ 1.25 TPM fold increase (Figure 2A, B; Additional File 8: Table S4). In contrast, there is no clear directionality for dysregulated genes on the Xa (54% up and 46% downregulated; ≥ 1.25 TPM fold cutoff) (Figure 2C). In addition, we confirmed increased X-linked gene expression in an independent *Kdm6a* KO clone (E8-*Kdm6a*^*ΔP/ΔP13*^) where 42% (208/491) of X-linked genes show a ≥ 1.25 TPM fold increased expression at D4 of differentiation (Additional File 7: Figure S4; Additional File 8: Table S4). 

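Allelic TPM at D15 was compared for X-linked genes with a mean of at least 20 SNP reads over the wt and KO libraries and above 1 TPM in wt or KO. From the 129 X chromosome, which becomes the Xi in these cells, 318 of 405 genes (78.5%) were at least 1.25-fold higher in KO than in wt, and 33 (8.15%) were lower by as much. The median fold was 1.67. Among 11803 autosomal genes, 28.3% rose at least 1.25-fold on the 129 allele. Among the alternatives the X-linked share was highest, 82.2%, with rescaling to the median autosomal gene and lowest, 74.7%, without KO D15 replicate 1. In the CRISPR control against wt, 32.8% of genes rose on the 129 allele, with a median fold of 1.07. At D0, 44.1% of X-linked genes rose on the 129 allele and 39.0% on the *cast* allele in KO against wt. Over a tested set of 413 X-linked genes, 345 were higher in KO on 129 reads at D15, with a median log2 fold change of 0.68 (adjusted p = 6.5e-19 by limma's camera and adjusted p = 0.0037 by fry over 20 set tests).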

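From the *cast* X chromosome, which remains active, 115 of 404 X-linked genes (28.5%) were at least 1.25-fold higher in KO at D15 and 145 (35.9%) were lower. Those that rose were 44.2% of the changed genes, and the median fold was 0.980. The balance depended on the scaling and on single libraries. With each library rescaled to the median autosomal gene, 51.7% of the changed genes rose, and without wt D15 replicate 1 the share was 55.1%. Among 439 X-linked genes tested on *cast* reads, 223 were higher in KO, with a median log2 fold change of 0.013 (adjusted p = 0.37 by limma's camera).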

In E8 cells, where XCI is largely random, allelic analyses show increased X-linked gene expression following *Kdm6a* KO coming from the BL6 and *cast* X (Additional File 7: Figure S4A, B). However, gene expression is slightly more elevated from the BL6 X, suggestive of a specific effect of *Kdm6a* KO on the Xi, which would tend to be the BL6 X due to partial XCI skewing in E8 cells (Additional File 7: Figure S4C, D). Thus, failure to upregulate *Xist* leads to increase X-linked gene expression in differentiated cells. 

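Over all reads at D15, the median log2 fold change was 0.23 for the 492 X-linked genes and −0.010 for the 12601 autosomal genes, a difference of 0.24. X-linked genes were higher as a set by limma's camera test (adjusted p = 3.7e-04), which held under fry (adjusted p = 0.017). The difference was 0.16 without a filter on low counts, the lowest among the alternatives. By single genes, 108 X-linked genes were DEGs at D15, 50 higher and 58 lower in KO. After its allelic analyses of *Tsix*-stop and E8 cells, the paper concludes that failure to upregulate *Xist* leads to increased X-linked gene expression in differentiated cells.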

Considering autosomal genes, *Kdm6a* KO resulted in a majority of dysregulated genes with decreased expression (84% and 60% of dysregulated genes in *Tsix*-stop *Kdm6a* KO clones and in E8-*Kdm6a*^*ΔP/ΔP13*^, respectively), consistent with the role of KDM6A in facilitating gene expression through removal of H3K27me3 (Additional File 3: Table S2).

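Of the 1843 autosomal DEGs at D15, 1394 (75.6%) were lower in KO. With no minimum on the fold change the share was 54.9%, the lowest among the alternatives. At D0, 62.7% of 1009 autosomal DEGs were lower in KO.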

**Fig. 2:**
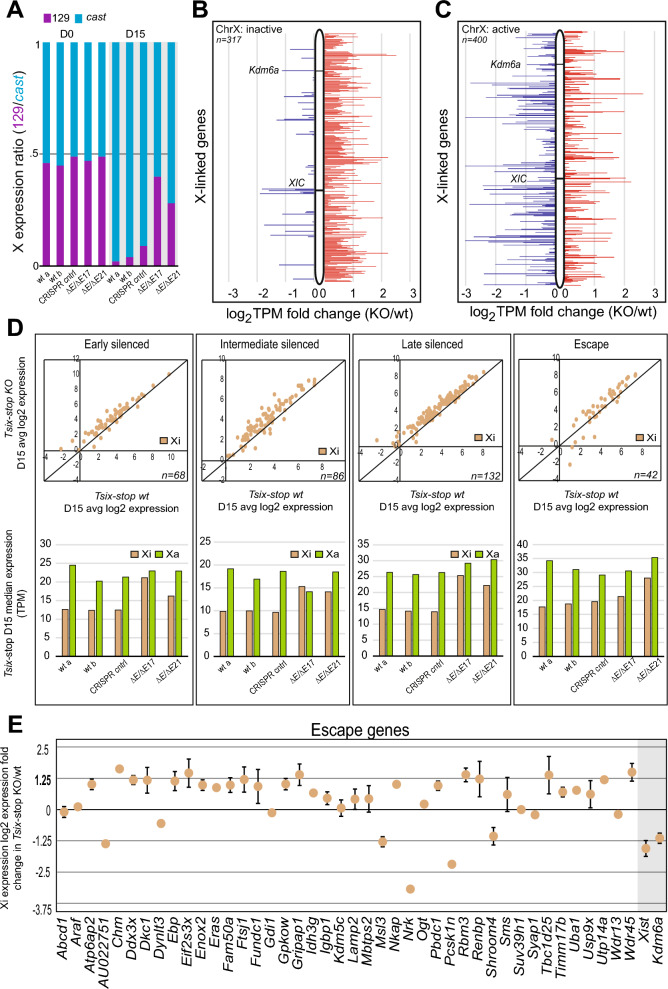
*Kdm6a* KO leads to increased gene expression from the Xi in differentiated cells. **A** Allelic X-linked gene expression ratios (129:cast) in *Tsix*-stop wt, CRISPR control, and KO cells (*Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) at D0 and D15 of differentiation. Ratios between expressed X-linked genes (> 1TPM) are shown. There is increased gene expression from the 129 X-chromosome (Xi) following *Kdm6a* KO differentiation. **B, C** Plots of expression from the Xi **(B)** and the Xa **(C)** (average for *Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) at D15. *Kdm6a* and the XIC are highlighted. Log_2_ TPM fold change (KO/wt) is shown. Genes with a decrease of expression in KO versus wt are in blue, and with an increase in red. Gene expression from the Xi is selectively increased following KO. **D** Top, scatter plots of average log_2_ expression between *Tsix-*stop wt and KO clones (average for *Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) at D15 for X-linked genes categorized as those silenced early, silenced at an intermediate time, silenced late, and not silenced (escape) during XCI [3, 25]. KO clones show higher expression of genes in each category compared to wt. n indicates the number of genes in each category. Bottom, histograms of median allelic expression of genes silenced at different times during XCI and of genes that escape XCI is increased in *Tsix-*stop KO clones compared to wt and CRISPR controls for all categories, while there is little change in expression from the Xa. n indicates the number of genes in each category. **E** Expression fold changes of individual escape genes from the Xi in *Tsix-*stop KO clones (average for *Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) compared to wt at D15. Most genes show increased expression

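For each library, the share of SNP reads from the 129 allele was computed per X-linked gene, and the median over 385 to 405 genes was taken. At D0 it was 48.9% and 49.7% in wt, 50.0% and 50.1% in KO and 51.2% in the CRISPR control. At D15 it was 29.6% and 31.9% in wt, 45.9% and 41.5% in KO and 33.3% in the CRISPR control. The means at D15 were 30.7% ± 1.65 in wt and 43.7% ± 3.11 in KO (SD, n = 2), a difference of 12.9 that was larger than the spread between replicates. Both KO libraries lay above both wt libraries. The share of wt reads at D0 was not even along the chromosome. Over 75 genes from 150 Mb to the end of the X chromosome, the wt share at D0 was 37.4% and 39.4%, against 50.0% and 49.9% in KO.

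**Figure D1:**
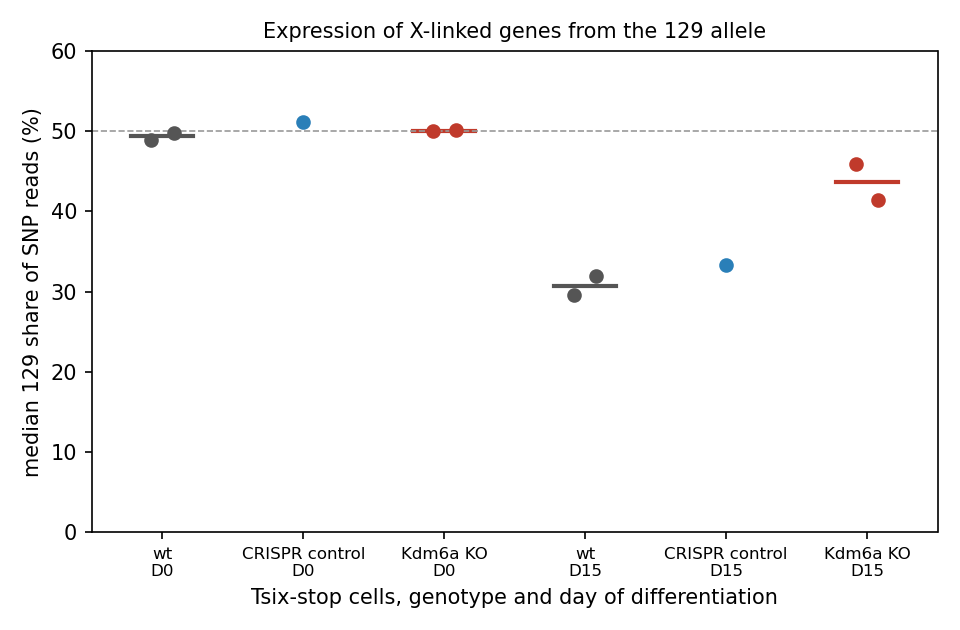
Median share of SNP reads from the 129 allele over X-linked genes (vertical axis, percent) in *Tsix*-stop wt, *Kdm6a* KO and CRISPR control libraries at D0 and D15 (horizontal axis). Each point is 1 library, the horizontal line is the mean of 2 libraries and the dashed line marks equal shares; at D15 the KO libraries, at 45.9% and 41.5%, lie above the wt libraries.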

Next, we grouped X-linked genes in four defined temporal clusters, early, intermediate, late, and not silenced (or escape), based on their previously reported timing of silencing during differentiation [3, 25]. 

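The clusters of Table S5 were compared by allelic TPM at D15. On the 129 allele, 63 of 68 early silenced genes, 77 of 83 intermediate genes, 127 of 132 late genes and 39 of 44 not silenced genes were higher in KO than in wt. In the early cluster the median 129 TPM was 18.6 and 16.7 in wt, 32.4 and 28.6 in KO and 17.4 in the CRISPR control. The late cluster had medians of 20.0 and 17.6 TPM in wt, 32.1 and 29.4 TPM in KO and 20.1 TPM in the CRISPR control. In the not silenced cluster they were 19.4 and 22.0 TPM in wt, 31.6 and 32.2 TPM in KO and 26.3 TPM in the CRISPR control, between wt and KO. Each cluster was higher in KO as a set on 129 reads, with adjusted p from 9.0e-23 for the late to 2.0e-09 for the not silenced genes by limma's camera and between 0.0037 and 0.0061 by fry. At D0 the median log2 fold change on 129 reads was −0.069 for early, 0.20 for intermediate, 0.15 for late and 0.15 for not silenced genes. The intermediate and late clusters were already higher at D0 by camera (adjusted p 9.7e-04 and 0.012) but not by fry (0.13 and 0.22). On *cast* reads the late cluster was higher as well, with an adjusted p of 7.3e-04 by camera and 0.011 by fry, and so was the not silenced cluster, with 0.044 and 0.011. On the *cast* allele the median fold of KO to wt was between 0.972 for the early and 1.08 for the late cluster. In the CRISPR control, the median fold on the 129 allele was between 1.03 and 1.10 over the 4 clusters.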

All gene clusters show a trend of increased expression from the Xi in *Tsix-*stop *Kdm6a* KO cells compared to wt or CRISPR controls (Figures 2D, E; Additional File 9: Table S5). 

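Of the 44 not silenced (escape) genes, 37 were at least 1.25-fold higher in KO on the 129 allele at D15. *Tbc1d25*, with a fold of 4.76, and *Mbtps2*, with 2.87, rose most; these genes were chosen for mention after their values were seen. *Tbc1d25* had 10.6 and 11.7 TPM from the 129 allele in wt and 49.4 and 56.6 TPM in KO, and its *cast* allele rose 2.48-fold. *Kdm5c*, in the distal region where the wt share at D0 was below that of KO, had a fold of 1.39 on the 129 allele.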

Interestingly, the expression of most escape genes is also increased after *Kdm6a* KO (Figure 2D, E). For all clusters the increase is usually less than ~ 1.25 fold, with few escape genes showing expression changes > 1.25 fold in KO versus wt ES cells. 

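By cluster, the median fold of KO to wt on the 129 allele was 1.67 for early, 1.74 for intermediate, 1.72 for late and 1.64 for not silenced genes. At least a 1.25-fold increase was seen in 77.9% of early, 77.1% of intermediate, 90.9% of late and 84.1% of not silenced genes. In the CRISPR control against wt, the share of not silenced genes with such an increase was 31.8%.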

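On the 129 allele at D15, 5 of the 44 escape genes were lower in KO by at least 1.25-fold. *Xist* had a ratio of KO to wt of 0.264 and *Kdm6a* of 0.481. The others, *Dynlt3* (0.731), *Nrk* (0.641) and *Pcsk1n* (0.602), were named after their values were seen. The *Kdm6a* level from the 129 allele was 25.4 and 22.1 TPM in wt, 15.6 and 7.27 TPM in KO and 30.0 TPM in the CRISPR control.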

Few escape genes show a decrease in expression and include *Xist* and *Kdm6a*, as expected (Figure 2E).

Taken together, these results indicate a reduced potency of XCI in differentiated *Kdm6a* KO cells, which implicates KDM6A, at least in part, as a regulator of X-linked gene expression dosage via upregulation of *Xist* during the onset of XCI.

### *Kdm6a* KO results in dysregulated H3K27me3 levels on the X chromosome

Next, we investigated changes in H3K27me3 profiles using Cut&Run to compare wt *Tsix-*stop cells to *Kdm6a* KO clone *Tsix-Kdm6a*^*ΔE/ΔE17*^. At D0 and D15, H3K27me3 levels (H3K27me3 peak numbers) appear similar along the whole X chromosome between wt and *Kdm6a* KO (Figure 3A), but a closer inspection revealed changes at the *Xist* locus. Initially (D0) H3K27me3 enrichment is only slightly higher across the *Xist* gene in *Kdm6a* KO ES cells, consistent with KDM6A’s role in resolving bivalent chromatin (Figure 3B). However, following XCI at D15, there is a marked increase in H3K27me3, which correlates with lower *Xist* expression that culminates at ~ 2.5 fold upregulation between D0 and D15 in KO cells, compared to ~ 6.0 fold in wt cells (Figure 3B, C). In addition to changes at *Xist*, H3K27me3 enrichment is also markedly higher at *Cdx4*, the *Tsix/Xist* locus, and the *Ftx* 5’ region in *Kdm6a* KO versus wt cells at D15 (Additional File 10: Figure S5A). Both *Cdx4* and *Ftx* show little expression change following *Kdm6a* KO, however, these genes are expressed at very low levels following differentiation (< 1TPM) and thus are not classified as DEGs (Additional File 10: Figures S5B–E). 

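The RNA-seq libraries gave *Xist* levels at D15 of 167 and 83.5 TPM in wt, 19.4 and 49.7 TPM in KO and 74.2 TPM in the CRISPR control. The counts at D15 were 49220 and 22065 in wt, 5467 and 12639 in KO and 19984 in the CRISPR control. From D0 to D15, the log2 fold change of *Xist* was 5.70 in wt (standard error 0.53, FDR 2.6e-05 by edgeR) and 2.90 in KO. The rise in KO was smaller by a log2 difference of −2.80 (standard error 0.62, FDR 0.015 by edgeR). At D15 itself, KO against wt gave −1.86 (standard error 0.44, FDR 0.013 by edgeR), and the alternatives ranged from −1.90 to −1.63. With the CRISPR control added to wt, the difference in the rise was −2.32, the alternative with no library left out that moved it most, and without KO D15 replicate 2 it was −3.57. The KO libraries differed from each other, and without KO D15 replicate 2 and replicate 1 the log2 fold change at D15 was −2.62 and −1.33. Both KO libraries had a lower level than both wt libraries and the CRISPR control at D15.

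**Figure D2:**
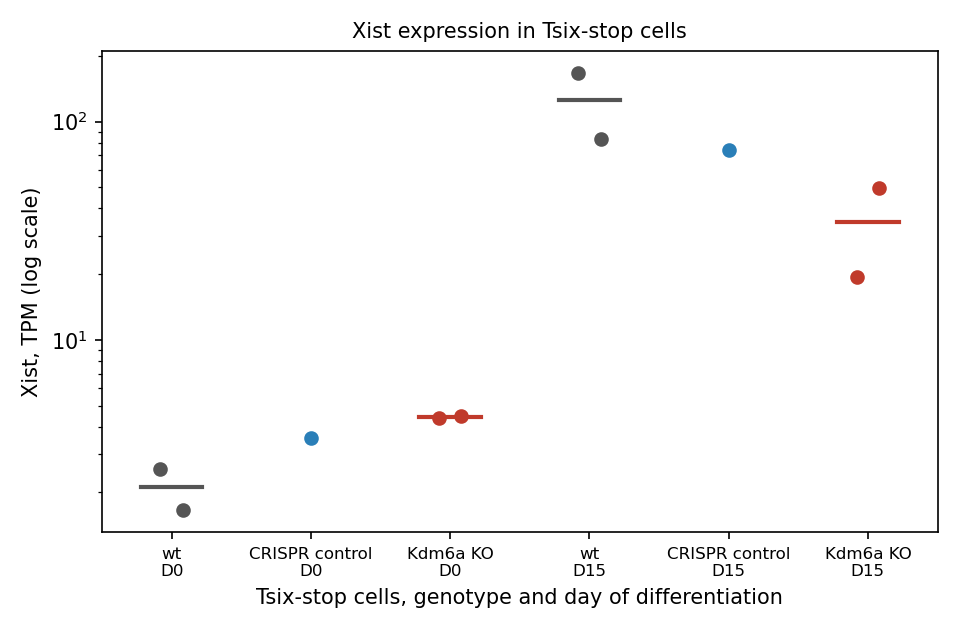
*Xist* level in TPM (vertical log axis) in *Tsix*-stop wt, *Kdm6a* KO and CRISPR control libraries at D0 and D15 (horizontal axis). Each point is 1 library and the horizontal line is the mean of 2 libraries; at D15 the KO libraries, at 19.4 and 49.7 TPM, lie below the wt libraries, at 167 and 83.5 TPM.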

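*Cdx4*, on the X chromosome from 103321398 to 103330592, was below the filter. Its level at D15 was 0.342 and 0.311 TPM in wt, 1.39 and 0.828 TPM in KO and 0.645 TPM in the CRISPR control. Without a filter, over 20483 genes, its log2 fold change was 1.84 at D15 (adjusted p 0.0081 by edgeR) and 2.00 at D0 (adjusted p 0.0034), and it was called on both days. *Ftx*, from 103560907 to 103623790, had 4.55 and 2.95 TPM in wt, 1.90 and 3.59 TPM in KO and 4.25 TPM in the CRISPR control at D15. Its log2 fold change was −0.45 (FDR 0.43 by edgeR), and −0.060 without KO D15 replicate 1.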

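Levels of known KDM6A target genes were compared at D15. *Gata4*, on chromosome 14 from 63198922 to 63271692, had 64.7 ± 0.113 CPM in wt and 10.3 ± 1.51 CPM in KO (SD, n = 2), a log2 fold change of −2.67 (FDR 1.1e-04 by edgeR). The CRISPR control had 12.2 CPM of *Gata4*, nearer to KO than to wt.

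*T*, on chromosome 17 from 8434423 to 8442496, had 7.97 ± 0.348 CPM in wt and 2.47 ± 2.24 CPM in KO, and 55.9 CPM in the CRISPR control. *Wnt3*, on chromosome 11 from 103774150 to 103817957, where the allelic share of wt at D15 differed from KO, had 9.17 ± 0.722 CPM in wt, 2.85 ± 2.46 CPM in KO and 11.9 CPM in the CRISPR control. Their log2 fold changes were −1.71 each, with an FDR of 0.047 for *T* and 0.041 for *Wnt3* by edgeR. The fall of both rested largely on KO D15 replicate 1, without which the log2 fold change was −0.97 for *T* and −0.99 for *Wnt3*.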

As a control, we analyzed a subset of known KDM6A target genes where we confirmed an increase in H3K27me3 levels associated with decreased expression in KO versus wt cells (Additional File 11: Figure S6A). 

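*Nsdhl* and *Araf* are X-linked, from 72918557 to 72958514 and from 20797814 to 20860519. At D15 *Nsdhl* had 90.6 ± 2.49 CPM in wt and 124 ± 4.62 CPM in KO (SD, n = 2), a log2 fold change of 0.45 with an FDR of 0.024 by edgeR that stayed under 2-fold. *Araf* had 133 ± 1.29 CPM in wt and 121 ± 1.15 CPM in KO, a log2 fold change of −0.15 (FDR 0.24 by edgeR). The CRISPR control had 115 CPM of *Nsdhl* and 110 CPM of *Araf*. On 129 reads alone, *Araf* rose by 0.59 in KO (adjusted p 0.028 by edgeR), and on *cast* reads it fell by 0.45 (adjusted p 0.066 by edgeR). *Nsdhl* rose by 0.59 on 129 reads (adjusted p 0.056 by edgeR) and by 0.41 on *cast* reads (adjusted p 0.053 by edgeR).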

Genes without significant expression change in KO cells did not show differences in H3K27me3, as expected (Additional File 11: Figure S6B). 

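*Dlk1*, on chromosome 12 from 109452823 to 109463336, had 182 ± 23.1 CPM in wt and 7.55 ± 2.62 CPM in KO at D15 (SD, n = 2). Its log2 fold change was −4.60 (FDR 7.4e-05 by edgeR). *Meg3*, from 109541001 to 109571726 and annotated as a lincRNA, had 1546 ± 289 CPM in wt and 203 ± 11.5 CPM in KO, a log2 fold change of −2.94 (FDR 3.4e-05 by edgeR). The CRISPR control had 16.2 CPM of *Dlk1* and 312 CPM of *Meg3*. Both genes fell on each allele, *Dlk1* by 5.19 on 129 reads and by 3.45 on *cast* reads, and *Meg3* by 2.74 and 2.89, on the log2 scale. The allelic share of chromosome 12 as a whole differed between the wt and KO libraries at D0 and D15.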

Consistent with our previous study, the imprinted *Dlk1/Meg3* locus showed an increase H3K27me3 levels in *Kdm6a* KO cells, which is specifically located along the imprinting control regions (ICR), and concordant with decreased gene expression (Additional File 11: Figure S6C; Additional File 3: Table S2) [14].

**Fig. 3:**
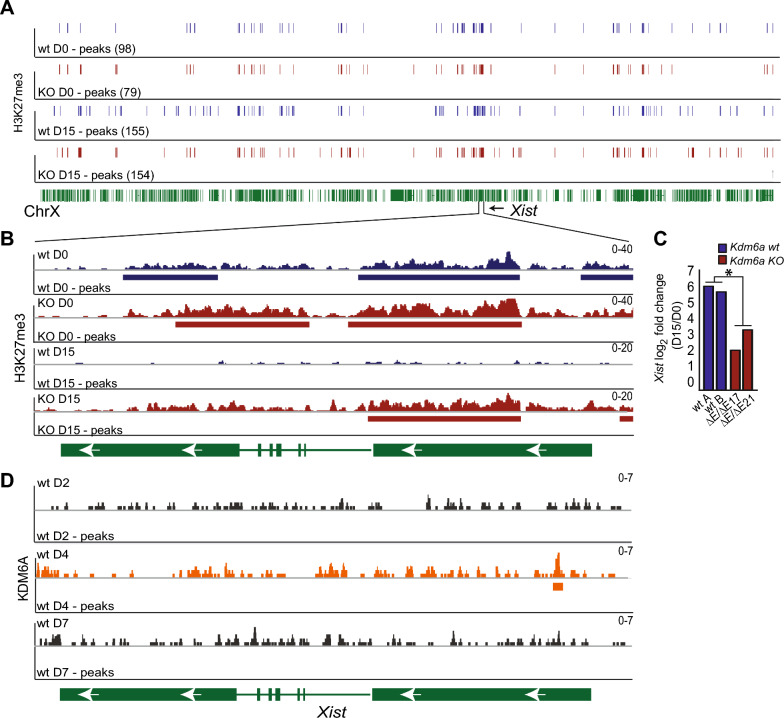
KDM6A binds to the promoter of *Xist* and *Kdm6a* KO results in increased H3K27me3. **A** IGV browser view of H3K27me3 peak profiles across the entire X chromosome in wt *Tsix*-stop cells (blue) and KO cells (*Tsix-Kdm6a*^*ΔEΔE17*^) (red) at D0 and D15. The number of X chromosome peaks for each condition and time point are in parentheses. Green bars underneath represent genes along the X chromosome. The *Xist* gene is marked. **B** IGV browser view of H3K72me3 profiles and peaks at the *Xist* locus in wt *Tsix*-stop (blue) and KO *Tsix-Kdm6a*^*ΔEΔE17*^ cells (red) at D15. There is a slight increase in H3K27me3 levels in KO cells at D0, and a marked increase at D15. **C** Histogram of log_2_ fold change of *Xist* expression in wt (2 isolates: wt A, wt B) and two KO clones (*Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) at D15 relative to D0. There is a markedly higher level of *Xist* induction in wt compared to KO clones. **D** IGV browser view of KDM6A profiles and peaks at D2, D4 and D7 of differentiation at the *Xist* locus in wt *Tsix*-stop cells. Merged data from two replicates of each time point are shown (see methods). KDM6A binding at the *Xist* gene promoter region and exon 1 is increased at D4 and lost at D7 following XCI. The scales of the profiles shown in **(A)** and **(B)** and **(D)** are indicated in the upper right corners

Chromatin analyses using Cut&Run with an antibody for KDM6A in wt *Tsix*-stop cells at D2, D4, and D7 show that KDM6A binding to the *Xist* promoter region increases at D4, when *Xist* expression levels continue to diverge between wt and *Kdm6a* KO cells, followed by a decrease at D7 (Figures 1C and 3D; Additional File 5: Figure S2A; Additional File 12: Table S6). A total of 582 KDM6A peaks mapped thoughout the entire genome in wt cells correspond to peaks of H3K27me3 enrichment, in contrast, in *Kdm6a* KO cells there is an increase in the number of H3K27me3 peaks that correspond to KDM6A peaks (870). This was observed both at D4 and D7, with a general decrease of KDM6A at D7 (Additional File 13: Figure S7A, B). Together, these results are consistent with KDM6A’s role in regulating H3K27me3 during cellular differentiation, such as in XCI, and with a genome-wide effect of *Kdm6a* KO on H3K27me3 levels (Additional File 13: Figure S7A, B). 

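*Igsf9*, on chromosome 1 from 172481788 to 172498878, had 6.85 ± 1.60 CPM in wt and 2.00 ± 0.378 CPM in KO at D0 (SD, n = 2), a log2 fold change of −1.78 (FDR 0.0019 by edgeR). At D15 it was −1.01 (FDR 0.0044 by edgeR), at the edge of the 2-fold threshold, and −0.94 without a filter on low counts. *Foxr2*, on the X chromosome from 153118786 to 153132861, was below the filter, with 2.49 and 3.23 CPM in wt and 0.365 and 0.109 CPM in KO at D0. Without a filter its log2 fold change was −3.57 at D0 (adjusted p 2.7e-04 by edgeR) and 0.24 at D15 (adjusted p 0.73). The CRISPR control at D0 had 2.01 CPM of *Igsf9* and 0.376 CPM of *Foxr2*, near the values of KO, and with this library added to wt *Igsf9* was not called at D0 (−1.39).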

As expected, we observed KDM6A binding at promoters of known target genes with decreased expression in KO cells (Additional File 3: Table S3 and Additional File 13: Figure S7C) [14]. We next investigated the dynamics of KDM6A during early differentiation by qRT-PCR and protein blots, which showed a slight increase of both expression and protein levels during the early stages of differentiation followed by a decrease at D7 after XCI has occurred (Additional File 13: Figure S7D).

Allelic effects of *Kdm6a* KO on H3K27me3 enrichment were investigated in *Tsix-*stop cells in which the Xi is from strain 129 due to skewed XCI [3]. At D0 few differences between alleles and between wt and *Kdm6a* KO are seen (Figure 4A). However, the future Xi (maternal 129 X) shows enrichment in H3K27me3 along *Xist*, which is not seen on the future Xa (paternal *cast* X) (Figure 4A, B). This is evident both in wt and KO cells at D0, and is consistent with previous studies demonstrating maternal-specific H3K27me3 enrichment at *Xist* [26]. At D15, wt cells show high overall H3K27me3 levels on the 129 Xi compared to the *cast* Xa, as expected due to the onset of XCI (Figure 4A; Additional File 14: Table S7). In *Kdm6a* KO cells there is both an increase and a decrease in H3K27me3, the latter being specifically associated with a number of genes that gained expression due to the lack of *Xist* expression and partial failure of XCI (Fig. 2B; Additional File 15: Figure S8). Overall, the gain in H3K27me3 on the 129 Xi in KO cells was modest. We used the wt sample as a background to call Xi peaks that appear in the KO sample. There were only 50 Xi-specific peaks gained in the KO cells that were absent in the wt, with the majority appearing either in gene bodies or at the Xist gene. As a result, only an additional 0.014% of the Xi was associated with an H3K27me3 peak. Interestingly, only the maternal allele of *Xist* shows persistence of higher levels of H3K27me3 following *Kdm6a* KO, which would explain decreased *Xist* expression and impaired XCI (Figures 4B; Additional File 14: Table S7). The observed genome-wide increase in H3K27me3 probably contributes to the large number of autosomal genes with decreased expression in *Kdm6a* KO cells versus wt (Figure 1B; Additional File 1: Figure S1B).

**Fig. 4:**
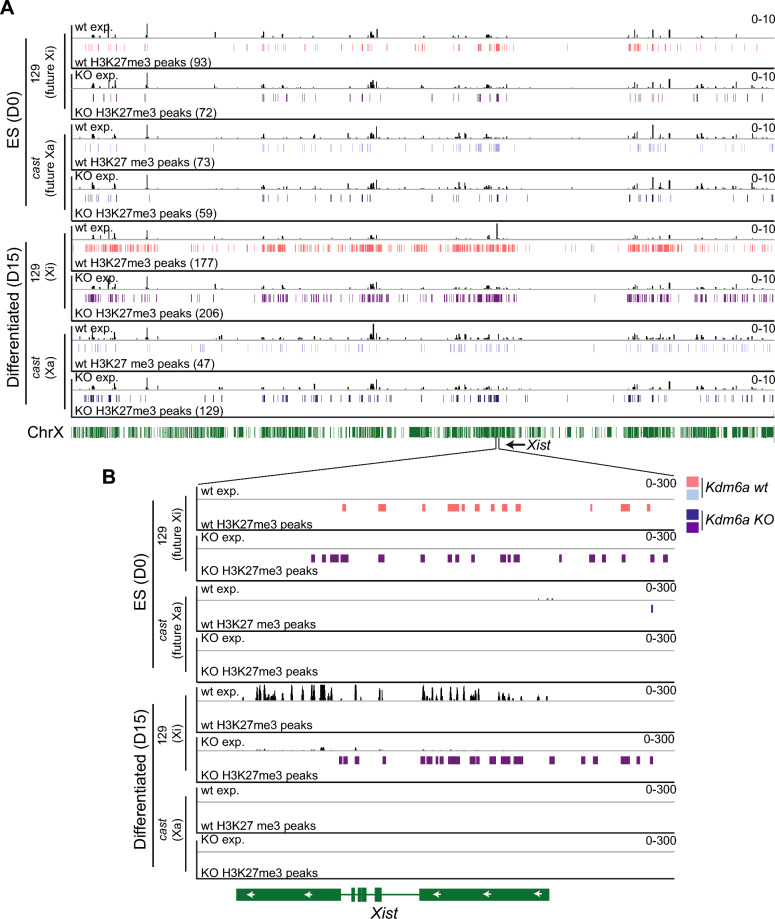
*Kdm6a* KO leads to increased H3K27me3 at *Xist* specifically on the Xi.** A** IGV browser views of gene expression (exp) and H3K27me3 peaks across the 129 and *cast* X chromosomes obtained by allelic analysis in *Tsix-*stop wt and KO cells (*Tsix-Kdm6a*^*ΔEΔE17*^) at D0 and D15. The 129 profile is in pink (wt) or purple (KO) and the *cast* in light blue (wt) or dark blue (KO). XCI is skewed in *Tsix*-stop cells so that the 129 X will become the Xi and the *cast* X the Xa. The number of peaks for each condition and time point are in parentheses. There is a marked increase in *Xist* expression from the Xi in wt cells but not in KO cells at D15. H3K27me3 levels increase following differentiation on the Xi in wt and *Kdm6a* KO cells. **B** Same analysis as in **(A)**, but zoomed in on the *Xist* gene. Allelic RNA-seq tracks of gene expression show very low expression from the 129 Xi allele in KO cells. A correlated Xi-specific increase in H3K27me3 enrichment at the *Xist* promoter is seen as an increase in peaks. No expression of *Xist* is observed from the *cast* allele, which is the Xa. The scales of the profiles are indicated in the upper right corners

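*Xist* reads with a 129 SNP at D15 numbered 10530 and 5107 in wt, 1112 and 2614 in KO and 4401 in the CRISPR control. Multiplied by the total level of the gene, this gave 166 and 83.1 TPM from the 129 allele in wt, 18.5 and 47.5 TPM in KO and 73.3 TPM in the CRISPR control. On 129 reads alone, the log2 fold change of KO against wt was −2.03 at D15 (FDR 0.0035 by edgeR, over 12555 genes) and 1.60 at D0 (FDR 0.054). At D0 the 129 allele gave 1.32 and 1.03 TPM in wt and 3.31 and 3.85 TPM in KO, from 96 and 60 reads in wt and 208 and 285 in KO.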

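The share of *Xist* SNP reads from the 129 allele at D15 was 99.6% in both wt libraries (95% Wilson intervals 99.5 to 99.7 and 99.3 to 99.7). In KO it was 95.5% in both libraries (intervals 94.1 to 96.5 and 94.7 to 96.3), and in the CRISPR control it was 98.9%. At D0 the share was 51.3% and 62.5% in wt (intervals 44.2 to 58.4 and 52.5 to 71.5), 75.4% and 86.1% in KO and 71.7% in the CRISPR control. The intervals cover counting error only. At D15 those of the KO libraries lay below those of wt, and at D0 the interval of KO replicate 2, from 82.0 to 89.4, lay above those of both wt libraries.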

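Reads of *Xist* with a *cast* SNP at D15 numbered 43 and 23 in wt, 53 and 122 in KO and 50 in the CRISPR control. They gave 0.680 and 0.374 TPM from the *cast* allele in wt, 0.882 and 2.22 TPM in KO and 0.833 TPM in the CRISPR control. On *cast* reads alone, the log2 fold change of KO against wt was 1.56 (standard error 0.50, FDR 0.034 by edgeR, over 12464 genes), from low counts. At D0 it was −0.13. *Tsix* overlaps *Xist* and the paper's text does not say whether counting used the strand, so these reads are not assigned to *Xist* with certainty.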

We conclude that prior to the onset of XCI, *Kdm6a* KO has a minimal effect on H3K27me3 levels at *Xist*. However, following differentiation persistence of high H3K27me3 levels would explain low levels of *Xist* expression. Although we cannot fully exclude indirect effects of *Kdm6a* KO on *Xis*t regulation, our data show association of KDM6A with the 5’ end of *Xist* during differentiation, suggesting that KDM6A may directly facilitate *Xist* expression during the female specific process of XCI.

## Discussion

Our study implicates KDM6A in the upregulation of *Xist* at the onset of XCI. We find that the female-biased histone demethylase helps *Xist* upregulation by binding to its promoter region and demethylating H3K27me3 during early mouse embryonic stem cell differentiation. In differentiated cells and adult tissues *Kdm6a* has higher expression in females compared to males due to escape from XCI, which may have evolved as a mechanism to regulate female-specific processes such as XCI [27]. Here, we show that KDM6A facilitates upregulation of *Xist* during early stages of XCI in hybrid mouse ES cell models with skewed or near-random XCI. *Kdm6a* KO leads to increased H3K27me3 levels on the maternal allele of *Xist* whose expression and ability to coat the Xi decrease following differentiation. In turn, this failure of XCI results in aberrant expression of genes from the Xi. Increased X-linked gene expression due to impaired XCI due to KDM6A deficiency may contribute to phenotypes in a variety of tissues such as those observed in Kabuki and Turner syndromes in human [28, 29].

The ES cell line in which we followed *Xist* expression and silencing of X-linked genes has skewed XCI of the maternal 129 allele due to a stop mutation at *Tsix.* It could be argued that this mutation may affect our observations. However, we found that an independent *Kdm6a* KO line without a *Tsix* mutation also shows impaired *Xist* expression and X silencing. Our findings are consistent with previous studies that have shown that maternal imprinting of *Xist* is maintained by maternal-specific H3K27me3 enrichment at *Xist* in blastocysts and that demethylation is critical for initiation of *Xist* expression and XCI [26]. Indeed, injection of *Kdm6b,* an autosomal gene that encodes another H3K27me3 demethylase, in preimplantation embryos results in maternal allele-specific loss of H3K27me3 and induction of *Xist* expression [26]. Therefore, removal of the repressive chromatin mark appears necessary to initiate random XCI. However, the question of how the maternal imprint at the *Xist* locus is maintained in the blastocyst remains. One possibility is that the increased levels of H3K27me3 on the maternal allele in wt *Tsix*-stop ES cells we observe is due to the influence of Xce. Here, we used hybrid mESCs with different X chromosome controlling element (*Xce*) [30]. However, the 129 X chromosome (maternal in this model) is more likely to be inactivated compared to the *cast* X chromosome (paternal is this model) [30]. Therefore, if Xce differences played a major role in biased H3K27me3 levels here, we would expect increased H3K27me3 on the *cast* allele instead. Another possibility is that KDM6A may play a role in the erasure of the imprint at *Xist* in mESCs with KO resulting in re-establishment of the imprint, but experiments in mESCs derived from a reciprocal cross would be needed to confirm this. In addition, we have previously demonstrated that KDM6A regulates expression of maternally expressed X-linked *Rhox* genes in a female-specific manner via removal of H3K27me3, and preferentially regulates maternal alleles of autosomal genes [14, 31]. Transcriptional regulation by KDM6A can occur through histone demethylation-dependent and -independent mechanisms [20]. In contrast, the protein encoded by the Y-linked homolog of *Kdm6a*, UTY, lacks detectable demethylase activity, suggesting that female-biased expression of *Kdm6a* may have evolved female-specific functions requiring H3K27me3 demethylation [15, 20]. Consistent with this, homozygous knockout (KO) of *Kdm6a* is lethal in female mice, while a small number of runted males with hemizygous deletion survive, suggesting that UTY partially compensates for loss of KDM6A through demethylation-independent mechanisms [32].

XCI is necessary for loss of pluripotency and normal differentiation, a mechanism that depends on expression of specific genes [4, 33, 34]. We find that germ layer marker genes have lower expression of *Kdm6a* in KO cells than in wt, which is consistent with previous analyses demonstrating that KDM6A impairs differentiation. Indeed, *KDM6A* mutations are associated with increased “stemness” in cancer and *Kdm6a* KO impairs mesoderm development *in vivo* largely through histone demethylase-independent mechanisms [20]. However, recent studies of *Kdm6a* KO models indicate that depletion of the enzyme does not block differentiation, and may even facilitate differentiation to neuroectoderm lineages [35, 36]. Our analysis in an additional cell line E8 with *Kdm6a* KO revealed no significant trend of downregulation of germ layer genes at time points prior and during XCI. Indeed, we only observed effects on germ layer marker genes at D15 after XCI has occurred, and our KDM6A chromatin binding analyses suggest a direct effect of KDM6A on *Xist* expression during early XCI rather than an indirect effect via a block on differentiation. In support, allelic single cell RNA-seq analyses in differentiating hybrid mouse ES cells show that XCI is complete prior to lineage specification, suggesting that the effects of *Kdm6a* KO on *Xist* expression we observe occur before lineage determination [4]. Thus, our results indicate that impaired XCI is due to failure of *Xist* upregulation in *Kdm6a* KO cells leading to abnormally high dosage of X-linked genes, which may then cause a block in differentiation at later time points [37]. However, increased expression of *Klf4* and decreased expression of lineage-specific genes following *Kdm6a* KO suggests a potential delay in differentiation, therefore we cannot fully decouple the potential effects of *Kdm6a* KO on differentiation from the effects on regulation of *Xist* expression.

In undifferentiated ES cells the *Xist* promoter is maintained in a bivalent state, which is probably targeted for resolution by KDM6A via removal of H3K27me3 to facilitate expression during initiation of XCI [13, 38–40]. Consistent with this hypothesis, H3K27me3 levels show an increase in KO cells. A number of repressive epigenetic events occur following coating of the Xi by *Xist* including deposition of H3K27me3 by PRC2 [2]. One interesting possibility is that KDM6A, in addition to resolving bivalent chromatin for activation, also serves to help protect the *Xist* locus from being silenced during the XCI process by actively removing H3K27me3 during the process of XCI. However, additional studies are needed to fully address that possibility. KDM5C, which is also encoded by an escape gene, has recently been implicated in facilitating *Xist* expression by converting H3K4me3 to H3K4me1 at the *Xist* 5’ end [7]. Interestingly, KDM5C appears to be enriched at a similar location on the *Xist* gene as KDM6A, suggesting potential cooperation between the two proteins, each encoded by an escapee, that may help form a permissive chromatin environment for *Xist* expression. This previous study also points to a threshold of higher expression of escapees in females necessary for XCI. Consistent with this, our heterozygous depletion of *Kdm6a* leads to reduced *Xist* upregulation similar to our homozygous KO, albeit at a later time point. KDM6A may also regulate the expression of other regulatory elements located in the X inactivation center (XIC), such as *Ftx* and *Jpx,* two escape genes with roles in *Xist* regulation [41]*.* Transcription of the lncRNA *Ftx* promotes *Xist* activation during initiation of XCI [42]. While *Ftx* has very low expression in *Tsix-*stop ES cells (< 1TPM), we did observe an increase of H3K27me3 levels at the *Ftx* promoter and a slight decrease in *Ftx* expression following *Kdm6a* KO, which could contribute to a decrease in *Xist*. *Tsix* is another important regulator of *Xist*. However, the consistently lower expression of *Tsix* we observed during early differentiation of *Kdm6a* KO cells compared to wt, indicates that the decrease in *Xist* expression is independent of *Tsix-*induced repression [43].

The polycomb complexes PRC1/2 that mediate methylation of H3K27 have been implicated in the dynamics of XCI and maternally imprinted genes [26, 44, 45]. Indeed, the absence of polycomb group proteins due to lack of *Xist*-mediated recruitment leads to a relaxation of transcriptional silencing [46]. Consistent with these results, we observe a significant upregulation of gene expression from the Xi following differentiation in *Kdm6a* KO cells. A trend of increased expression from the Xi was seen for all temporally defined clusters of silenced genes, as well as genes in the escape category. Genes that escape XCI rarely achieve a level of Xi expression equal to that from the Xa due the repressive chromatin environment of the Xi [28]. Thus, the effects of *Kdm6a* KO on genes that escape may be due to an overall relaxation of the Xi heterochromatin. Our Xi-specific analysis of H3K27me3 indicates that KDM6A’s main action in XCI is on upregulation of Xist itself, and not through regulation of individual X-linked genes. Indeed, increased gene expression from the Xi was not accompanied by a clear reduction of H3K27me3 peaks on the Xi in differentiated *Kdm6a* KO cells compared to wt. It is possible that depletion of Xist, together with the absence in histone demethylation on the Xi due to KDM6A KO results in relatively balanced Xi H3K27me3 levels relative to wt.

Here, we illustrate a novel female-specific role for the histone demethylase KDM6A in the threshold dependent regulation of *Xist* expression for the initiation of XCI through its histone demethylation-dependent function. A recent study also points to a role for KDM6A in regulating *XIST* expression in human disease [47]. Therefore, extending our studies to human models will help determine the role of KDM6A in regulating X-linked gene expression in cases of sex chromosome aneuploidy as well as Kabuki syndrome and in cancer, where it is frequently mutated.

### Perspectives and significance

This study identifies KDM6A as a female-biased novel member of the *Xist* regulome by demonstrating that KDM6A helps increase *Xist* expression by removing a repressive histone mark H3K27me3 at the *Xist* promoter region. The female-biased expression of *Kdm6a* may have evolved as a mechanism to enhance female-specific processes such as X inactivation. Interestingly, *Kdm5c*, another gene that also escapes X inactivation and encodes another demethylase critical for enhancer and promoter activity, has also been implicated in facilitating *Xist* expression. Thus, KDM6A and KDM5C may cooperate in enhancing *Xist* expression at a critical time during early development to ensure silencing of the X chromosome in females. KDM6A appears to have both histone demethylase-dependent and -independent activities, which are not well understood. Future studies should include additional epigenetic analyses of histones and of other chromatin components, together with analyses of the 3D conformation of chromatin, which may help ascertain the complex network of gene regulation by KDM6A. Our findings may have implications for the understanding of sex differences in disease, including sex-biased immune disorders where X inactivation is often incomplete. Finally, extending our studies to human stem cell models will help understand the role of KDM6A in disease.

## Conclusions

Here, we demonstrate a novel role for the female-biased H3K27me3 demethylase KDM6A in the regulation of the female-specific process of X chromosome inactivation. We show that depletion of KDM6A prevents *Xist* upregulation during early differentiation, resulting in reduced efficacy of X chromosome silencing. Thus, escape from X inactivation may have evolved in part to perform essential roles in female-specific processes such as X inactivation.

## Methods

### Cell culture and differentiation

The female F1 hybrid mouse ES line *Tsix-*stop was derived from a cross between 129 and *cast* followed by the insertion of a transcriptional stop in the *Tsix* gene on the 129 X chromosome [18]. Differentiation of *Tsix-*stop ES cells results in skewed XCI where the Xi is always the 129 (maternal) X chromosome. In contrast, differentiation of the female F1 hybrid mouse ES line E8, which is derived from a cross between C57BL/6J (B6) and *cast*, results in largely random XCI. ES cells (*Tsix*-stop, E8) were maintained in the presence of 1000 U/ml leukemia inhibitory factor (LIF) (Millipore) on a monolayer of chemically inactivated mouse embryonic fibroblasts (MEFs), in high glucose DMEM media supplemented with 15% fetal bovine serum (FBS), 1% non-essential amino acids, 10 mg/ml APS, 0.1mM 2mercaptoethanol and 25 mM l-glutamine, in a humidified incubator at 37 ºC and 5% CO_2_. Just prior to use, ES cells were enriched by incubation on 0.1% gelatin-coated dishes for 1h to allow MEFs to attach, followed by transfer to fresh gelatin-coated plates for overnight culture. Following expansion, ES cells were split once (1:10) to further reduce potential MEF contamination. For embryoid body (EB) formation, 4x10^6^ wt control and *Kdm6a* KO cells were cultured on non-adherent bacterial culture dishes without LIF for 7 days. Cells were collected at D0, D2, D4, and D7 of differentiation. Cells were then plated onto gelatin-coated cell culture plates and maintained for another 8 days prior to collection at D15.

### *Kdm6a* editing using CRISPR/Cas9

We chose a dual sgRNA approach because of the capacity to create large deletions and reduced chance of off-target effects [48]. Editing of *Kdm6a* in *Tsix-*stop ES cells was done by constructing CRISPR plasmids containing sgRNAs that target exons 2 and 4 to delete ~ 45kb, as done previously [14, 49]. ES cells were co-transfected with the CRISPR/Cas9 constructs and a plasmid carrying puromycin resistance using UltraCruz® transfection reagent at a 3:1 CRISPR to pPGKpuro ratio in media with no antibiotics. Two days later, cells were selected in ES media containing 1 μg/ml puromycin for 48–72 h, followed by recovery in media with antibiotic. Cells were then cloned into 96-well plates using serial dilutions. Clones were expanded and screened for deletions using PCR and Sanger sequencing to confirm the predicted ~ 45 kb deletion, which was found in three clones including a heterozygous deletion clone (*Tsix-Kdm6a*^*wt/ΔE4*^) and two homozygous deletion clones (*Tsix-Kdm6a*^*ΔE/ΔE17*^ and *Tsix-Kdm6a*^*ΔE/ΔE21*^) (Additional File 1: Figure S1A; Additional File 2: Table S1). Additionally, we confirmed that neither *Tsix-*cln1 nor *Tsix-*cln2 CRISPR controls were edited (Additional File 1: Figure S1A). Editing of *Kdm6a* in E8 ES cells was done by targeting the *Kdm6a* promoter region using sgRNAs designed using the CHOPCHOP v2 online tool [50]. PCR amplification and Sanger sequencing confirmed the predicted ~5 kb homozygous promoter deletion in one clone (E8-*Kdm6a*^*ΔP/ΔP13*^) (Additional File 1: Figure S1A; Additional File 2: Table S1). Plasmid preparations were made using either the Qiagen Mini-prep or Maxi-prep kits according to the manufacturer protocol. Plasmid DNA and RNA lysates were submitted to Eurofin Genomics for Sanger sequencing (http://www.operon.com).

### DNA, RNA and protein isolation and analyses

RNA and DNA lysates were prepared using Qiagen RNeasy mini kit and the Qiagen DNeasy blood and tissue kit, respectively. cDNA synthesis was done with the GoScript reverse transcription kit (Promega). Relative transcript levels were determined using SYBR Green PCR master mix on an ABI 7900HT machine. qRT-PCR assays were conducted in triplicates and normalized to *Actinβ* prior to analysis using the comparative CT method. For protein analyses, western blots were performed using a monoclonal antibodies directed against KDM6A (Cell Signaling #33510) at 1:1000 and GAPDH (GeneTex #GTX627408) at 1:10000 dilution in 5% BSA according to standard methods. 30ug of total protein was added to each lane and visualized with Clarity ECL (Bio-Rad #1705060). Band densities were calculated using Imagej (https://imagej.net/ij/).

### DNA-FISH and RNA-FISH

To verify the presence of two X chromosomes in differentiated wt and CRISPR-treated cells, DNA-FISH was done on nuclei fixed in methanol:acetic acid (3:1 volume) using BAC probes (RP23-299L1 for minisatellite repeats or RP24-322N20 for *Firre*) [51]. Probes were labeled with SpectrumGreen (Vysis #02N32-050) using a nick-translation reagent kit according to the manufacturer’s protocol (Abbott Molecular Inc.). Probes in hybridization buffer were denatured at 70 °C for 5 min and hybridized overnight at 37 °C to slides that were also denatured at 70 °C for 5 min prior to hybridization. On the next day, slides were washed in SSC containing NP40 at 73 °C, followed by washes at room temperature. Counterstaining was done with Hoechst 33342 (2 µg/ml) in phosphate buffered saline (PBS) and slides were mounted in anti-fade solution.

For *Xist* RNA-FISH cells were plated on chamber slides at D7 of differentiation and allowed to differentiate until D15 when cells were processed directly on the chamber slides as described [52]. Briefly, cells were washed in PBS and permeabilized in CSK buffer with 0.05% Triton. Following fixation in 4% paraformaldehyde, cells were washed in 70% ethanol and dehydrated for 3 min each in 70%, 85%, and 100% ethanol. Dehydrated slides were incubated with a denatured probe for *Xist* RNA overnight in 50% formamide/50% 2xSSC at 42  °C in a humidified chamber [52]. On the following day, slides were washed three times in 50% formamide/50% 2xSSC at 42 °C for 10 min followed by one wash in 2xSSC at 42 °C for 5 min. Counterstaining was done with 33342 Hoechst in 2xSSC. A minimum of 130 nuclei were scored for each condition to quantify the number of nuclei with either an *Xist* cloud, a pinpoint *Xist* signal, or no *Xist* signal.

### RNA-seq and allelic gene expression analysis

RNA-seq indexed libraries were prepared using Illumina TruSeq RNA sample preparation kit V2. For *Tsix-*stop cells, libraries were prepared from two biological replicates from wt controls, one CRISPR control (cln1) and *Tsix*-*Kdm6a*^*EΔ/EΔ17*^ and *Tsix*-*Kdm6a*^*EΔ/EΔ21*^ KO clones at D0 and D15. For E8 cells, libraries were prepared from one wt control and one E8-*Kdm6a*^*ΔP/ΔP13*^ clone at D0, D2 and D4. Sequencing on a NextSeq sequencer yielded 75bp single-end reads. Diploid gene expression was estimated using Tophat/v2.0.14 [53] with default parameters and gene-level expression was normalized using TPM (transcripts per kilobase of exon length per million mapped reads). Differentially expressed genes were determined using DESeq2 analysis [54] with a false discovery rate (FDR) threshold of 0.1 and a fold-change cutoff of 2. PCA plots and heatmaps were generated with iDEP.95 using raw read counts as the input. Only genes with a minimum expression value of 2.5 CPM in at least two libraries were included (http://bioinformatics.sdstate.edu/idep95/).

To estimate allele-specific gene expression in mouse hybrid cells, the pseudo-diploid genome of 129x*cast* was generated using GATK-fastagenerator subcommand [55], taking the mm10 reference genome fasta file and the corresponding VCF file as the input. The VCF file was downloaded from the Sanger mouse genomes project [56], with indels and low-quality SNPs filtered out. RNA-seq reads were mapped using bowtie2 [57] to the diploid pseudo-129 and pseudo-*cast* genomes and transcriptomes. Only those reads that mapped uniquely and with a high-quality mapping score (MAPQ ≥ 30) were kept for further analyses. After filtering, reads were segregated into three categories: (1) 129-SNP reads containing only 129-specific SNPs; (2) *cast*-SNP reads containing only *cast*-specific SNPs; (3) allele-uncertain reads, that is, reads that do not contain valid SNPs. Allelic mapping metrics are shown in Additional File 16: Table S8.

### Epigenetic analyses by CUT&RUN

Cut&Run for KDM6A was done in wt cells using an antibody against KDM6A (Cell signaling #33510) according to the manufacturer’s protocol (EpiCypher) except with mild fixation (0.01% formaldehyde for 1 min). Cut&Run for H3K27me3 was performed on clone *Tsix-Kdm6a*^*ΔE/ΔE17*^ and wt cells using an antibody against H3K27me3 (Millipore) following a published protocol [58]. Libraries were constructed using TruSeq DNA sample preparation kit (Illumina) following the manufacturer protocol with minor changes including two 1.1x bead purifications during the final selection step.

Libraries were sequenced on a NextSeq sequencer to generate 75bp paired-end reads. In the following text, we refer to paired-end reads simply as “reads”. Demultiplexed fastq files were mapped to NCBi v38/mm10 mouse genome using bowtie2 [57] with the following parameters:

––end–to–end ––very–sensitive ––no–mixed ––no–discordant ––phred33 –I 10 –X 700.

Only paired reads that were mapped to the same chromosome with a fragment length of less than 1 kb were kept for further analyses. Read alignment BAM files were converted to bigWig format for IGV visualization using Bedtools [59]. Read counts were normalized using RPKM; and IgG control was subtracted from the knockout sample using the bamcompare subcommand in deeptools [60]. BAM files of KDM6A Cut&Run replicates for D2, D4, and D7 were merged using SAMtools to facilitate peak calling. The read counts in the BigWig files were normalized based on RPKM. Peak calling for KDM6A and H3K27me3 samples was performed using SEACR [61] on bedGraph files, applying the “norm” option.

$$RPKM= \frac{Number\;of\;reads\;mapped\;to\;each\;base}{\frac{total\;mapped\;reads\;in\;the\;sample}{100000000}}$$

For allelic-analysis, the pseudo-diploid genome of 129 × *cast* was generated using GATK-fastagenerator subcommand [55], taking the mm10 reference genome fasta file and the corresponding VCF file as the input. The VCF file was downloaded from the Sanger mouse genomes project [56], with indels and low-quality SNPs filtered out. Reads were mapped to the diploid pseudo-129 and pseudo-*cast* genomes using bowtie2 [57] with the following parameters:

––end–to–end ––very–sensitive ––no-mixed ––no–discordant –phred33 –I 10 –X 700.

Reads were further processed through a read tagging step, where read alignments of both pseudo-129 and pseudo-*cast* genomes were compared to identify the allele origins of the reads. Reads overlapping SNPs were assigned to G1 (129 genome), G2 (*cast*), or CF (conflicting) based on the sequenced base information at SNP sites, while reads do not overlap with any SNPs were assigned to UA (Unassigned). The G1 and G2 tagged reads were separated into two BAM files, which were later used to generate allele-specific bigWig files for IGV visualization [62]. An allelic mapping summary can be found in Additional File 17: Table S9.

### Analysis of overlapping KDM6A and H3K27me3 peaks

We called peaks for all samples using SEACR as described, filtering out H3K27me3 peaks with a signal lower than 10 for the D15 samples. Due to lower coverage, peaks with a signal lower than 5 for the KDM6A sample were excluded. Transcription start sites (TSS) were defined as regions extending 5 kb upstream and downstream from the transcript start site. TSS regions containing peaks were extracted for each sample. These sample-specific TSS regions were used to identify both sample-specific and shared peaks across two or three samples for Venn diagram plotting. Only the number of genes rather than transcripts was considered.

## Supplementary Information

**Additional file 1: Supplemental figure S1. CRISPR-Cas9 strategy and characteristics of Kdm6a KO cells. (A)** Top: Schematic shows the location of the exonic deletion (*Kdm6a*^*ΔE*^) that removed exons 2–4 of *Kdm6a* in female *Tsix-*stop ES cells and the promoter targeted deletion (*Kdm6a*^*ΔP*^) made in female E8 ES cells. Exons are shown as vertical bars. The location of the PCR and RT-PCR primers (color-coded arrows) used to confirm each deletion is indicated. Below left: Images of gels after electrophoresis of PCR products using different sets of primers to confirm *Kdm6a* homozygous and heterozygous KO (- no deletion; + deletion positive). *Actinβ* was run as a control. Below right: Partial *Kdm6a* sequence obtained by Sanger sequencing as verification of deletions in *Tsix*-stop and E8 homozygous *Kdm6a* KO clones. Arrows point to the location of non-homologous end-joining and colored arrows correspond to those on the schematic. **(B)** Heat maps of gene expression differences between *Tsix-*stop wt (2 replicates, wt a and wt b) and KO clones (*Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^) at D0 and D15. Consistent with PCA clustering, more DEGs were identified at D15 than D0. Heat maps were generated using iDEP.95. **(C)** Scatter plots of expression of genes involved in germ layer differentiation obtained by RNA-seq. Tsix-*stop* wt and KO cells after differentiation (D15) show higher expression of germ layer-associated genes in wt versus KO cells (*Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^*)*. Log_2_ average TPM values are from two wt replicates and two KO clones. E8-*Kdm6a* KO cells show no trend of significant difference in expressed germ layer genes at D2 or D4 of differentiation. P-values are calculated using 1-way ANOVA test.

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5:Supplemental figure S2. Confirmation of Xist expression changes in Kdm6a KO cells. (A)** qRT-PCR of *Xist* expression normalized to *Actinβ* during ES differentiation in three *Tsix*-stop wt replicates, the two *Kdm6a*^*ΔEΔE*^ KO clones, and one *Kdm6a*^*ΔwtΔE*^clone. Shown is expression over time for each individual sample. **(B)** Histogram of qRT-PCR for *Xist* expression during differentiation in *Tsix-*stop wt and CRISPR controls (Additional File 1: Table S1). Expression is normalized to *Actinβ*. Expression at D4 is relative to D0 for each cell line. As expected, *Xist *is upregulated upon differentiation in wt (wta and wtb replicates) and CRISPR-control clones (cln1 and cln2).** (C)** Histogram of log_2_of average TPM values for pluripotency genes and genes known to play a role in *Xist* repression. Average TPM values are from two *Tsix-*stop wt and two *Kdm6a* KO clones (*Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^). Only *Klf4* is called as differentially expressed between wt and KO by DESeq2 (***p<0.002). **(D, E)** Histograms of qRT-PCR of *Tsix *expression in **(D)** *Tsix*-stop wt and *Kdm6a*^*ΔEΔE*^ KO clones, and **(E)** E8 wt and KO clone E8-*Kdm6a*^*ΔP/ΔP13*^ at D2 and D4. Expression is normalized to *Actinβ* and relative to wt.** (F)** Histogram of average TPM values for *Xist* in *Tsix-*stop wt, a CRISPR-control clone (cln1), and two KO clones (*Tsix-Kdm6a*^*ΔEΔE17*^, *Tsix-Kdm6a*^*ΔEΔE21*^*)* at D0, confirming that *Xist* expression is very low in ES cells cultured with serum.

**Additional file 6 Supplemental figure S3. Two X chromosomes are present in wt and KO Tsix-stop cells. (A, B)** DNA-FISH using probe*s* specific for the X-linked gene *Firre* or an X-linked mini-satellite repeat region (*Dxz4*) labelled in green in *Tsix*-stop wt **(A)** and CRISPR-control (cln1) **(B)**. Examples of nuclei with two green signals representing the two X chromosomes are shown along with histograms of the number of signals in nuclei scored. n indicates the number of nuclei scored. Nuclei are counterstained with Hoechst 33342. **(C, D)** Same analysis in as in **(A, B)**, but in the *Tsix*-stop *Kdm6a* KO cell clones (*Tsix-Kdm6a*^*ΔEΔE17*^ and* Tsix-Kdm6a*^*ΔEΔE21*^).

**Additional file 7 Supplemental Figure S4. Confirmation of X-linked gene expression changes in E8-Kdm6a**^***ΔPΔP13***^** KO cells. (A) **Allelic X-linked gene expression ratios (BL6:*cast*) in E8 wt and KO cells (*E8-Kdm6a*^*ΔPΔP13*^) at D0, D2, and D4 of differentiation. Ratios between expressed X-linked genes (>1TPM) are shown. X expression ratios near 0.5 reflect the largely random nature of XCI in these cells. **(B)** Plots of expression changes from the BL6 and cast X chromosomes in E8 wt and KO cells (*E8-Kdm6a*^*ΔPΔP13*^) at D4. The XIC is highlighted. Log2 TPM fold change (KO/wt) along the X chromosomes is shown. Genes with a decrease of expression in KO versus wt are in blue, and with an increase in red. **(D)** Venn diagram of the number of X-linked genes with upregulation following *Kdm6a* KO. The majority of genes are upregulated from the BL6 and *cast* X chromosomes.** (D)** Plots of expression changes (based on log2 TPM) for genes with increased expression from each X chromosome (BL6 purple and cast blue) between E8 wt and E8-*Kdm6a*^*ΔPΔP13*^ KO cells at D4. The X-axis includes 254 X-linked genes. There is a slightly greater increase in expression from the BL6 X chromosome (purple).

**Additional file 8.**

**Additional file 9.**

**Additional file 10 Supplemental figure S5.** **H3K27me3 profiles along the XIC in wt and Kdm6a KO cells. (A)** IGV browser view of profiles and peaks of H3K27me3 enrichment at the XIC (chrX: 103126305-103891745) show increased H3K27me3 at *Cdx4,* *Xist,* and *Ftx* in differentiated *Kdm6a* KO cells. *Tsix-*stop wt (blue) and KO clone *Tsix-Kdm6a*^*ΔEΔE17*^ (red). **(B, C)** Histograms of expression (TPM) of *Cdx4* **(B)** and *Ftx* **(C)** in D0 *Tsix-*stop wt (blue) and *Kdm6a* KO clones (red). Both wt and KO ES cells show low expression of *Cdx4* and *Ftx* (~1.5TPM or less). **(D, E)** Same analysis as in **(B)** and **(C)** but for D15. Both wt and KO ES cells show low expression of *Cdx4* and *Ftx* (~1TPM or less).

**Additional file 11 Supplemental figure S6. Epigenetic and expression changes at known KDM6A target genes. (A)** IGV browser views of profiles of H3K27me3 enrichment and peaks at known KDM6A target genes in differentiated *Tsix-*stop wt cells (blue) and KO clones (*Tsix-Kdm6a*^*ΔEΔE17*^) (red). Peaks are represented by colored bars below the signal profiles. Below are RNA-seq expression profiles (black) in wt and KO cells. Histograms show TPM expression values for *T* and *Pitx2* in two differentiated wt clones and KO clones. For *Wnt3* and *Gata4*, both changes in expression at D0-7 obtained by qRT-PCR during differentiation and histograms of TPM values following differentiation are shown (*p<0.05). KO represents an average for the *Tsix-Kdm6a*^*ΔEΔE17*^ and *Tsix-Kdm6a*^*ΔEΔE21*^ clones*.* Values are normalized to *Actinβ.* **(B)** Same analysis as in **(A)**, but for *Nsdhl* and *Araf*, two genes that do not show significant downregulation following *Kdm6a* KO.** (C)** Same analysis as in **(A)**, but at the *Dlk1*/*Meg3* imprinted locus at D15 where H3K27me3 markedly increases at the promoter of *Meg3* in KO cells, including at the imprinting control region ICR (2) and the intergenic ICR (1). The scales of the profiles shown in **(A)**, **(B)** and **(C)** are indicated in the upper right corners.

**Additional file 12.**

**Additional file 13 Supplemental figure S7. Characterization of KDM6A binding, expression and protein levels during differentiation of Tsix-stop cells. (A) **Venn diagram comparing number of peaks of KDM6A in wt *Tsix*-stop cells at D4 of differentiation to H3K27me3 peaks in wt and *Kdm6a* KO cells at D15 of differentiation.** (B) **Same analysis as in **(A)** but using KDM6A binding at D7 for comparisons.** (C) **KDM6A enrichment profiles at *Foxr2* and *Igsf9*, two genes known to be regulated by KDM6A. D4 signal and peaks in wt *Tsix*-stop cells are shown. Scales are shown in the upper right corner. **(D)** Top, protein blots of KDM6A in wt *Tsix*-stop (top) during differentiation. Adjusted density was calculated by normalizing levels to the GAPDH loading control using ImageJ (middle). Bottom, histograms of qRT-PCR of *Kdm6a* expression in two wt *Tsix*-stop replicates during differentiation. Expression was normalized using *Actinβ* and expression relative to D0 is shown.

**Additional file 14.**

**Additional file 15: Supplemental figure S8.** **Allelic H3K27me3 enrichment at X-linked genes with Xi-specific expression increases in Kdm6a KO Tsix-stop cells.** IGV browser views of Xi H3K27me3 signal and peaks at a subset of genes with increased expression from the Xi in *Kdm6a* KO cells. Wt cells are in pink and KO cells are in purple. Some genes with Xi-specific increases in expression following differentiation (D15) show lack of H3K27me3 near their TSS, due to failure of XCI and recruitment of PRC complexes.

**Additional file 16.**

**Additional file 17.**

## Data Availability

All sequencing data that support findings in this study have been deposited in the NCBI GEO database under the accession numbers GSE279278 and GSE279279. All other data and the scripts used for the analyses that support the findings of this study are available from the corresponding authors upon reasonable request. Oligonucleotide sequences used in this study are available in Additional File 2: Table S1.

How the deposited data were processed for this re-analysis (not part of the article)

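Processed RNA-seq values of 18 libraries were used: 10 of *Tsix*-stop cells (129 × *cast*) at D0 and D15, and 8 of E8 cells (BL6 × *cast*) at D7 and D15. The *Tsix*-stop libraries were 2 wt, 2 *Kdm6a* KO and 1 CRISPR control on each day, and the E8 libraries were 2 wt and 2 *Kdm6a* KO on each day. Samples were grouped by the line, genotype and day in their labels. The paper's text describes E8 RNA-seq on other days, so E8 results are given only in the closing section and at no conclusion of the paper. Cut&Run data, qRT-PCR, RNA-FISH and E8 RNA-seq on other days were not analysed here.

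For the *Tsix*-stop libraries the authors deposited estimated counts per gene without normalization, which keep fractions of reads. According to the methods, the authors used TopHat v2.0.14 for diploid expression. For allelic expression they mapped reads with bowtie2 to pseudo-diploid genomes made from mm10 and SNPs of the Sanger mouse genomes project, kept unique reads of high mapping quality and separated them by SNP. The files held a count on the 129 genome, a count on the *cast* genome, a count on either genome, and the numbers of reads with 129 SNPs and with *cast* SNPs, as read from the names of the columns and their relations, since the paper's text does not state their meaning. The count on the 129 genome was taken as the diploid count and rounded, since 7.10% of its values were not whole numbers. For the E8 libraries the authors deposited TPM only, and each column, those of the 2 alleles included, summed to the same total. The depth of the E8 libraries is therefore unknown, no interval or detection limit is given for them, and the balance of their alleles is known only after rescaling. In E8, 537 symbols given more than once were summed. The paper's text does not name the gene annotation or say whether counting used the strand.

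The *Tsix*-stop libraries held 51091148 to 68796172 counts, with a median of 61906049.5, and each library's total is given where the experiment is introduced. Reads with SNPs numbered 9174003 to 12060880 per library. TMM factors were between 0.926 and 1.08, and the common biological coefficient of variation was 0.158. A share of reads in a single library is given with its 95% Wilson interval. Intervals and limits cover counting error only, since the reads carry no molecular identifiers.

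Genes were matched by symbol to GENCODE vM21 on GRCm38, the build of mm10, and through RefSeq synonyms. Of 24346 symbols 24236 matched, 23310 by the GENCODE symbol, 662 by a synonym and 264 by a RefSeq symbol, and 110 did not. TPM for *Tsix*-stop cells was computed here from the counts and the union of exons for the 23972 genes with an exon length. CPM used TMM library sizes.

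*Tsix*-stop counts were analysed with edgeR 4.0.16 in R 4.3.3. The 8 wt and KO libraries were fitted together by genotype and day with the quasi-likelihood model, and genes with at least 2.5 CPM in at least 2 libraries were tested. A gene was called at an FDR of at most 0.1 (Benjamini-Hochberg) and a change of at least 2-fold. The interaction of KO and day was tested in the same fit. E8 values were analysed with limma 3.58.1 on log2(TPM + 1) with a trend in the prior variance, over 12452 genes with at least 2.5 TPM in at least 2 libraries, with the same thresholds. edgeR needs counts, so it was not used there. Sets of genes were tested with limma's camera at a preset correlation of 0.01 and with fry, adjusted over the 28 set tests of all reads and over the 20 of allelic reads. DESeq2 1.42.0, which the paper used, was run as an alternative. PCA used log2 CPM of genes with 2.5 CPM in at least 4 libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

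Allelic TPM is TPM multiplied by the share of SNP reads of that allele. X-linked genes were compared on each allele when they had a mean of at least 20 SNP reads and more than 1 TPM in wt or KO, and a gene was counted as changed at a ratio of 1.25. 129 and *cast* reads were also tested each with edgeR. The 129 share of a library is the median over X-linked genes. For E8, each allele was rescaled so that the median autosomal gene had equal shares; before rescaling the median *cast* share of autosomal genes was between 79.9% and 82.8%.

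The genes named are those that the paper names for RNA-seq and, in each comparison of KO with wt, the 3 with the largest rise and the 3 with the largest fall among those called, with a group mean of at least 5 TPM and no overlap between the libraries of the groups. A gene named outside this rule is marked as chosen after its values were seen. Of the genes that the paper names, 1 is not reported here. The lists of genes were the germ layer genes of Table S3, the clusters of Table S5, the 8 regulators and pluripotency genes the paper names, and marker lists of pluripotency, fibroblasts, visceral endoderm and cardiac muscle written from general knowledge. A gene at or under 3 counts in every library of a group is given with a bound in place of a fold change.

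The gene tests, the test of X-linked genes as a set, the allelic comparison and the extent of differentiation were tested on simulated data; the tests of the other gene lists, the PCA, the scaling of E8 alleles, the E8 break and the chromosome shares were not. Among 12923 genes with 200 changed, edgeR recovered 95.5% with 18 false calls and DESeq2 96% with 20. limma recovered 97% of 200 among 11628 genes with 2 false calls. The test of X-linked genes as a set ran on 12918 simulated genes, of which 483 were X-linked. The allelic comparison found 96.4% of 195 doubled genes and 11.3% of 212 unchanged ones past the ratio. The estimate of the extent of differentiation, over 1164 genes, returned 29.3% to 31.1% for a simulated 30% and 59.4% to 60.7% for 60%.

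The alternatives tried were other filters on low counts, DESeq2, other thresholds, each day fitted alone, the replicate number as a block, the CRISPR control added to wt, fry in place of camera, other scalings and pseudocounts, counts on the *cast* or on either genome, chromosomes 6, 8, 11 and 12 left out, and each library left out in turn. The CRISPR control was left out of the main tests since it had 1 library on each day and the paper compares wt with KO.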

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

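Each test of an explanation in this part was chosen after the result it weighs was seen, so an explanation that remains is a hypothesis. No group held more than 2 libraries, so no library was tested as an outlier within its group.

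The effect of KO on *Xist* differed between days in *Tsix*-stop cells, which was tested. The rise of *Xist* from D0 to D15 was smaller in KO by a log2 difference of −2.80 (FDR 0.015 by edgeR), and 2247 genes had an effect of KO that differed between D0 and D15. Part of the *Xist* difference came from a higher level in KO at D0, with log2 fold changes from 0.69 to 0.97 over the alternatives. On 129 reads the change was 1.60 at D0 (FDR 0.054 by edgeR), from low counts, and −2.03 at D15. The depth of the wt and KO libraries was similar on each day and the 10 most abundant genes took no more than 5.67% of the counts, which argues against library size or a few abundant genes as the cause. The *Xist* difference was −2.32 with the CRISPR control added to wt and between −2.81 and −2.76 in the other alternatives, and between −3.57 without KO D15 replicate 2 and −2.27 without wt D15 replicate 1 or KO D15 replicate 1. The smaller rise came with less induction of many other genes in KO at D15, described among the other observations, and which of these came first was not tested.

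The CRISPR control is reported by the paper at few places, and its libraries changed with the KO libraries against wt. Across 13121 genes, which are not independent replicates, the log2 fold changes of the CRISPR control and of KO correlated with r = 0.711 at D0 and 0.725 at D15. Both share the wt libraries, which alone gave a median r of 0.409 at D0 and 0.410 at D15 in 20 simulations, with a maximum of 0.426 and 0.435. With a different wt library behind each change the lowest r was 0.488, and at D15 r was 0.654 after GC content, gene length and expression level were regressed out. Of the DEGs of KO, 92.6% at D0 and 88.3% at D15 had the same direction in the CRISPR control. In the simulations, which held no effect of KO, the shares were 81.0% and 84.3% of the genes past 2-fold. Those genes were taken without an FDR, so these shares are not a like reference for the DEGs. The DEGs lower in KO had a median of −1.54 at D0 and −1.72 at D15 in KO, and of −1.27 and −0.96 in the CRISPR control. Examples at D0 are *Gm13889*, with 2.06 CPM in wt, 32.6 in KO and 11.2 in the CRISPR control, and *Liph*, with 53.7, 3.34 and 4.76 CPM. These values argue against the shared wt libraries, GC content, length or level as the whole cause. Undifferentiated cells mixed in at D15 would hold back induced and fallen genes alike, but in the CRISPR control the genes induced in wt reached 58.5% of the wt change and those that fell in wt 98.4%, which argues against such a mixture. A library of the KO clones used here under the label of the control would show their allelic share of chromosome 12, but the 129 share in the CRISPR control at D0 was 38.3%, near wt.

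What stays open is another clone with the deletion under this label, and the isolation of an edited clone as such. The label is in doubt, since the names under which the CRISPR control libraries were deposited call them KO. *Kdm6a* was at 128 CPM in the CRISPR control at D0 and 130 CPM in KO replicate 1. Counts per gene do not show the deleted exons, so the level of *Kdm6a* does not tell whether this library carried the deletion. Its 129 share of *Kdm6a* reads at D0, 64.2%, lay between KO replicate 1 (43.5%) and KO replicate 2 (71.5%) and does not decide it. The paper reports that its CRISPR control clones were checked and not edited. That check concerns the clones and does not show which cells gave these libraries. With 1 CRISPR control library on each day, an effect of clone isolation cannot be told apart from an effect of this clone. As long as this is open, part of the difference between wt and KO in *Tsix*-stop cells may be unrelated to the loss of *Kdm6a*. With the CRISPR control added to wt, 20 DEGs were left at D0 and 1115 at D15. At D15 the CRISPR control lay between wt and KO for *Xist* and near wt for the 129 share of X-linked genes.

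In E8 cells, whose libraries at D7 and D15 the paper's text does not describe, *Kdm6a* was at 47.0 TPM at D7 and 47.7 TPM at D15 in wt and at 0.0208 and 0.0128 TPM in KO. The labels of the E8 KO libraries name no clone. The names under which some were deposited carry a clone number other than that of the paper's E8 clone. Which clone these values describe is therefore uncertain. The KO libraries had little *cast* signal along most of the X chromosome. After the gene that starts at 17556564, the *cast* share was 0.0957% in KO and 46.8% in wt, and 211 of 237 genes with a wt share above 20% had less than 10% in KO. Before it, up to the gene that starts at 13517080, the share was 48.6% in KO and 48.8% in wt over 44 genes. The wt share of 46.8% argues against strain variants or mapping, since the same genome was mapped in wt. Inactivation of the *cast* X in every KO cell would reach the genes before the break, and their share of 48.6% argues against it. Loss of the *cast* X after the break would lower the total of these genes, and it did: their median log2 fold change was −0.71 at D7 and −0.66 at D15 over 263 genes, against 0.32 and 0.38 for genes before the break and 0.12 and 0.10 for autosomal genes. The signal of the BL6 allele after the break had a median log2 change of 0.14 at D7 and 0.068 at D15. A candidate explanation is therefore that the KO cells lost the *cast* X from near *Kdm6a*, which starts at 18162575, to the distal end. The paper reports DNA-FISH of the X chromosome for *Tsix*-stop cells.

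*Xist* was lower in E8 KO cells at D7, with a change of −2.44 in log2(TPM + 1) (adjusted p 1.4e-07 by limma). At D15 the change was −0.59 (adjusted p 3.8e-04 by limma), under the 2-fold threshold on that scale. Adding 1 shrinks changes at levels this low, so both values understate the fall in TPM. The level was 5.83 ± 0.284 TPM in wt and 0.263 TPM in KO at D7, and 1.20 and 0.462 TPM at D15. Loss of the *Xist* copy on the *cast* X alone would leave that of the BL6 allele, but BL6 *Xist* was 3.87 TPM in wt and 0.227 TPM in KO at D7, which argues against it as the whole cause at D7. At D15 BL6 *Xist* was 0.608 TPM in wt and 0.351 TPM in KO, a smaller fall, so there the loss of the *cast* copy may account for part of the difference. Cells with a single X chromosome do not upregulate *Xist*, and with a *cast* share of 0.0957% after the break in KO, an effect of *Kdm6a* on *Xist* and an effect of the single X chromosome cannot be told apart in these libraries. Over the alternatives the log2 fold change was between −4.03 and −2.42 at D7 and between −1.22 and −0.59 at D15.

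At D15 the lines differed in direction in every KO library, and the difference between the lines was not tested. In E8 wt, *Nanog* was at 678 TPM at D7 and 652 TPM at D15, and *Pou5f1* at 1677 and 1954 TPM. How far the E8 wt cells had differentiated by D15 is therefore uncertain, and the lines may not be matched for it. The germ layer genes had a median log2 fold change of 1.30 in E8 at D15 (adjusted p = 2.0e-04 by limma's camera) and −2.06 in *Tsix*-stop cells, and by library 1.35 and 1.23 against −2.71 and −1.82. X-linked genes changed by −0.64 relative to autosomal genes in E8 at D15 and by 0.24 in *Tsix*-stop cells, and by library by −0.66 and −0.63 against 0.28 and 0.24. For X-linked genes in E8 at D15, the fall lay after the break, with a median log2 fold change of −0.66. Genes before the break had 0.38, against 0.096 for autosomal genes. This argues against a cause reaching the whole X chromosome, such as strain or unit, for the fall of X-linked genes. Loss of the *cast* X, described above, would lower the genes after the break alone. For the germ layer genes no explanation was tested. The lines differ in strain, deletion and the unit of the values, and what sets their directions apart for the germ layer genes stays open.

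In *Tsix*-stop cells the allelic share of chromosome 12 differed between wt and KO, which the paper's text does not describe. The 129 share was 35.4% in wt, 55.8% in KO and 38.3% in the CRISPR control at D0, and 38.7%, 53.3% and 34.9% at D15. On the autosomes other than 6, 8, 11 and 12 it was between 49.9% and 51.7% in wt at D0, so on chromosome 12 wt and the CRISPR control lay further from the other autosomes than KO did. A preference of mapping for one genome would be the same in wt and KO, and the wt share of 35.4% against that of KO argues against it. Changes of single genes or of an imprinted region would be local, but over 6 windows of 20 Mb the wt share at D0 was between 33.7% and 36.2% and that of KO between 54.7% and 56.9%, which argues against them. A different number of copies in part of the cells is a candidate explanation that stays open. Against wt, the 129 level was 0.78 and the *cast* level −0.52 on the log2 scale in KO replicate 1, with a total of 0.073, and 0.21, −0.81 and −0.35 in replicate 2, so the total does not decide whether copies were gained or lost and in which cells. *Dlk1* and *Meg3* lie on this chromosome.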

How the results depend on the processing

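The alternatives below were set before the data were examined, except counts on the *cast* or on either genome, chromosomes 6, 8, 11 and 12 left out, small RNAs left out of E8, TPM on the *cast* genome for E8, and all alternatives for allelic results, which were chosen after seeing the data. Where a value changed, the cause was not tested unless the alternative's own construction shows it.

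A tested result was unchanged when it kept its direction and its side of the threshold, an untested one when it moved by less than 1 SD between replicates, and a count when it stayed within 1.5 times. By these terms 116 of 137 main values and counts were unchanged under the alternatives set first, 20 moved and 1 became stronger. With 1 library left out, 50 of 90 were unchanged, 39 moved and 1 reversed. Under alternatives added later 64 of 65 were unchanged and 1 reversed, and with 1 library left out 10 of 12, with 1 moved and 1 reversed. For single genes and groups, 116 of 125 values were unchanged, 7 were weaker, 1 was stronger and 1 reversed; with 1 library left out 80 of 84 were, with 2 moved and 2 reversed. Alternatives added later left 60 of 63, with 1 moved and 2 weaker, and 8 of 8 with 1 library left out. The single genes that weakened were *Klf4* and *Igsf9*.

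Without a filter on low counts there were 1738 DEGs at D0 and 3099 at D15, over 20483 genes in place of 13121, and 71.0% of autosomal DEGs at D15 were lower in KO. With 2.5 CPM in at least 4 libraries that share was 71.6%. With no minimum on the fold change there were 2687 DEGs at D0, 5856 at D15 and 4481 for the interaction, 54.9% of autosomal DEGs at D15 were lower, and E8 had 10558 DEGs at D7 and 9745 at D15; the lower threshold itself adds these genes.

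With the CRISPR control added to wt there were 20 DEGs at D0 (8 higher and 12 lower in KO), 1115 at D15 (291 and 824) and 564 for the interaction (225 and 339), and all 20 at D0 and 1073 at D15 were also called without it. None of the 8 regulators was called (0 against 1), and *Nanog* at D0 reversed to −0.22. *Klf4* at D0 had 0.93 and *Igsf9* −1.39 at D0 and −0.83 at D15, and none of these was called. In the PCA with the CRISPR control included, the ratio of separation at D0 was 2.81 for autosomal and 2.23 for X-linked genes.

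DESeq2 called 1116, 1945 and 2334 genes at D0, D15 and for the interaction. An FDR of 0.05 gave 860, 1852 and 1868, and each day fitted alone gave 736 and 1864. Counts on the *cast* genome gave 1060, 1953 and 2220, and counts on either genome 1060, 1950 and 2233. Without chromosomes 6, 8, 11 and 12 there were 868, 1674 and 1860, from fewer genes. *Igsf9* at D15, at −1.01, fell under the 2-fold threshold without a filter (−0.94), and *Igsf9* was also not called with the filter in 4 libraries, with DESeq2, with each day alone and with counts on the *cast* or on either genome.

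With the replicate number as a block there were 1057 DEGs at D0, 2005 at D15 and 2242 for the interaction, and *Kdm6a* at D15 was called with −1.20 (adjusted p 0.089, against a range from 0.089 to 0.27 over its alternatives). The labels do not state that a replicate number marks the same clone or batch in 2 groups. Differences between replicates correlated between groups at r from −0.16 to 0.20 across genes; the highest, 0.20, was between KO at D0 and KO at D15, and whether these numbers follow the 2 clones was left open.

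The share of X-linked genes higher at D15 was 26.1% with a ratio of 1.5, and from 38.5% without wt D15 replicate 2 to 49.4% without wt D15 replicate 1. With 2.5 CPM in at least 2 libraries the PCA ratios were 4.36 for autosomal genes at D0, 8.34 for autosomal and 8.69 for X-linked genes at D15. Across the fits that each left out 1 library they ranged from 2.88 (without KO D0 replicate 2) to 19.0 (without wt D0 replicate 1) for autosomal genes at D0, from 3.18 (without wt D15 replicate 2) to 12.0 (without KO D15 replicate 2) at D15, from 1.36 (without wt D0 replicate 2) to 5.74 (without KO D15 replicate 1) for X-linked genes at D0 and from 4.99 (without wt D15 replicate 2) to 18.4 (without KO D15 replicate 2) at D15. Where the library left out was of the same day, the ratio was divided by the distance within the other group alone, so it depends on the spread of that group and does not measure how stable the separation was.

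The germ layer median at D0 ranged from −0.040 to 0.24 with 1 library left out and reversed without KO D0 replicate 1, and at D15 from −2.73 (without KO D15 replicate 2) to −1.58 (without wt D15 replicate 2). *Nanog* at D0 ranged from −0.065 to 0.28 and *Rlim* from −0.10 to 0.27, and both reversed without KO D0 replicate 1. The calls of the germ layer and X-linked sets by limma's camera at D15, and of both sets in E8, held under fry. X-linked genes at D0, with an adjusted p of 0.024 by camera over 28 set tests, were not called under fry (0.14).

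*Xist* at D15 was between −1.90 and −1.63 over the alternatives and between −2.62 and −1.33 with 1 library left out. Its rise was between 5.21 and 5.73 in wt and between 2.85 and 2.93 in KO over the alternatives. With 1 library left out, the rise was between 5.19 and 6.10 in wt and between 2.11 and 3.42 in KO. X-linked minus autosomal genes at D15 was between 0.16 and 0.29.

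In E8, *Xist* at D15 passed the 2-fold threshold with a pseudocount of 0.1, at −1.22, where low values count for more. With 1 library left out, X-linked minus autosomal genes ranged from −0.77 to −0.72 at D7 and from −0.67 to −0.63 at D15, and the germ layer median from 1.24 to 1.44 at D7 and from 1.20 to 1.45 at D15. Without a filter, X-linked minus autosomal genes was −0.23 at D7 and −0.18 at D15.

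On the *cast* allele, genes that rose were 51.7% of the changed X-linked genes with rescaling to the median autosomal gene, which reversed the balance, and from 38.7% without wt D15 replicate 2 to 55.1% without wt D15 replicate 1, which reversed it too. On the 129 allele the share that rose was between 80.0% and 82.2% over the alternatives and from 74.7% (without KO D15 replicate 1) to 81.0% (without wt D15 replicate 1) with 1 library left out. The 129 share in KO exceeded that in wt by 11.4 to 13.4 points over the alternatives and by 10.7 to 15.1 with 1 library left out.

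Not run were limma and PCA on log2 TPM for *Tsix*-stop cells, whose files give counts, a pseudocount of 0.1 there, DESeq2 for E8, whose files give TPM, and contrasts between days with each day fitted alone.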

Differences from the paper's values

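For genes called at D0, the paper's count is 624 and 1066 were called here. Of the alternatives set before the data were examined, 2.5 CPM in at least 4 libraries (849), each day fitted alone (736) and an FDR of 0.05 (860) came within 1.5 times of the paper's count. No filter (1738), DESeq2 (1116), the CRISPR control added to wt (20), the replicate block (1057) and no minimum on the fold change (2687) did not. Leaving out chromosomes 6, 8, 11 and 12 gave 868, within 1.5 times, and was chosen after seeing the values.

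For genes called at D15, the paper's count is 886 and 1958 were called here. Of the alternatives set before the data were examined, only the CRISPR control added to wt (1115) came within 1.5 times. It was nearer in count and not in genes: it called 414 of the paper's 886 DEGs, against 836 in the main fit. No filter (3099), 2.5 CPM in at least 4 libraries (1396), DESeq2 (1945), each day fitted alone (1864), the replicate block (2005), no minimum on the fold change (5856) and an FDR of 0.05 (1852) did not.

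The 129 share of X-linked expression in wt at D15 was 30.7% here, and the paper's value is about 3% in Fig. 2A, read by eye. In the CRISPR control at D15 it was 33.3% here, and the paper's is about 9% in Fig. 2A, read by eye. The legend calls the values of Fig. 2A 129:*cast* ratios, so what its percents stand for is uncertain, and the medians of Fig. 2D, read by eye, lie nearer to the share here. No alternative for this share was set before the data were examined, and none of those chosen after seeing the values closed the gap in wt; none was run for the CRISPR control. The median wt 129 TPM over the genes of Table S4 was 14.7 here and the paper's is 9.53, with no alternative set for it.

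For *Meg3* at D15 the log2 fold change was −2.94 here and the paper's is −2.60. The CRISPR control added to wt (−2.48) and leaving out wt D15 replicate 1 (−2.76) came within the replicate spread of the paper's value. The other alternatives set before the data were examined, between −3.10 and −2.87, did not. For *Klf4* at D0 the log2 fold change was 1.59 here and the paper's is 1.52. Leaving out KO D0 replicate 2 (1.56) came within the spread, as did leaving out chromosomes 6, 8, 11 and 12 (1.56), which was chosen after seeing the values. The other alternatives set before the data were examined, with 0.93 for the CRISPR control added to wt and 1.59 to 1.63 for the rest, did not.

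The paper states that the increase over the clusters of genes silenced at different times is usually small and that few escape genes pass its threshold. Here the median fold on the 129 allele was between 1.64 and 1.74 by cluster, and 37 of 44 escape genes rose at least 1.25-fold. With the threshold read on the log2 scale, which was chosen after seeing the values, the medians were between 0.71 and 0.79 and 4 of 44 escape genes were above it, so on that scale there is no difference.

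The paper gives *Ftx* and *Cdx4* as expressed at very low levels after differentiation and not called. *Ftx* was between 1.90 and 4.55 TPM at D15 here. *Cdx4* was below the filter, and without a filter it was called at D0 with 2.00 and at D15 with 1.84.

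Table S2 calls *Foxr2* at D0, where it was below the filter here. Without a filter it was called with a log2 fold change of −3.57.

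The legend of Figure 4 states that *Xist* is not expressed from the *cast* allele. Here 23 to 122 reads per library had a *cast* SNP at D15, with *Tsix* overlapping *Xist* as a limit.

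The paper gives the rise of *Xist* from D0 to D15 as fold changes in its text and as log2 values in Fig. 3C. On the log2 scale the values here, 5.70 in wt and 2.90 in KO, did not differ from the paper's beyond the replicate spread.

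The paper states that autosomal expression decreased overall. Called autosomal genes were mostly lower here at D15, and over all expressed autosomal genes 31.1% fell and 24.5% rose, which turned to 26.6% and 31.4% with libraries rescaled to the median autosomal gene. On the *cast* X chromosome the paper reports no clear directionality, with 54% of the changed genes up. Here 44.2% of them rose, which was not counted as a difference from the paper. Rescaling to the median autosomal gene (51.7%) and leaving out wt D15 replicate 1 (55.1%), both chosen after seeing the values, gave more up than down.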

Other observations

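The tests of explanations in this part were chosen after the result was seen.

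At D15, *Tsix*-stop KO libraries had reached less of the change seen in wt. Over 865 autosomal genes induced at least 8-fold in wt, the KO libraries reached a median of 20.1% and 39.2% of the wt change and the CRISPR control 58.5%. Over 299 autosomal genes that fell at least 4-fold in wt, the KO libraries reached 87.2% and 89.9% and the CRISPR control 98.4%. At D0 the KO libraries already lay at 22.3% and 26.4% of the fall and the CRISPR control at 11.7%. Of the levels of *Nanog*, *Pou5f1*, *Zfp42* and *Sox2* at D0, 32.6%, 53.6%, 28.3% and 60.0% were left at D15 in wt, 51.0%, 83.1%, 65.8% and 86.4% in KO, and 24.5%, 55.5%, 31.6% and 57.8% in the CRISPR control.

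The 129 share of X-linked genes was higher in KO than in wt at D15. Undifferentiated cells, with 2 active X chromosomes, mixed with fully silenced ones could raise this share. Genes not expressed in undifferentiated cells would then stay silent on the 129 allele. Over 26 X-linked genes induced at least 8-fold in wt, the median 129 share was 6.01% and 5.88% in wt, 10.9% in the CRISPR control, 18.0% in KO replicate 1 and 15.8% in KO replicate 2. With the reads at the D0 level subtracted, it was 3.33% and 3.82% in wt, 8.16% in the CRISPR control and 12.1% and 10.8% in KO. In 24 of these genes with a fold of KO to wt on both alleles, the median fold was 1.03 on the 129 allele, with 12 genes above 1, and 0.282 on the *cast* allele, so the share rose through lower *cast* and not through higher 129 levels. The mixture would lower both alleles alike, and the share of 15.8% argues against it as the whole cause; whether silencing was incomplete in KO cells that have differentiated stays open.

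In wt at D15 the 129 share over all X-linked genes was near 30%, with 30.7% on average. Undifferentiated cells remaining at D15 are a candidate explanation for part of this share. The X-linked genes induced at least 8-fold in wt, which such cells express at a lower level, had a share of 6.01% in wt replicate 1. Some of them were expressed at D0, such as *Capn6* with a mean of 12.6 CPM in wt. With the reads at the D0 level subtracted, the share was 3.33%. Of the D0 levels in wt, 60.0% of *Sox2* and 53.6% of *Pou5f1* were left at D15, but 32.6% of *Nanog* and 28.3% of *Zfp42*. In wt, 299 autosomal genes fell at least 4-fold. Cells still in the D0 state would keep such genes at their D0 level, which limits how many of these cells remained. Whether they were enough for a share of 30.7% was not tested.

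Marker lists were compared in both lines. In *Tsix*-stop cells at D15, the median log2 fold change of KO was −3.19 for 18 fibroblast genes, of which 17 were called lower, −3.06 for 15 visceral endoderm genes with 12 called lower, and −2.20 for 8 of 9 cardiac muscle genes with 8 called lower. Over 18 pluripotency genes it was 0.65, with 5 called higher. The counts adjusted over the list alone were 17, 12, 8 and 5. These sets passed both camera and fry, with adjusted p of 2.8e-04, 8.0e-06, 3.7e-04 and 0.019 by limma's fry over 28 set tests. The medians in the CRISPR control at D15 were −3.09, −2.37, −2.10 and −0.049. At D0 the fibroblast set passed both tests as well (adjusted p = 1.6e-04 by limma's camera and adjusted p = 0.030 by fry), with 6 genes called lower and 8 when adjusted over the list alone. The methods state that the ES cells were grown on mouse embryonic fibroblasts, which were reduced before use. A difference in the ES cells therefore cannot be told apart here from a difference in fibroblasts left in the D0 cultures. The D0 medians in KO were −1.50, −0.13, −0.34 and −0.14, and with genes at or under 3 counts in 1 group set to their bound −1.50, −0.17, −0.38 and −0.14. Of the visceral endoderm genes 6 are in the germ layer list, and of the other lists 0. The 8 regulators had a median of 0.10 at D0 and 0.50 at D15.

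In E8 KO cells the fibroblast, visceral endoderm, cardiac muscle and pluripotency lists had medians of 2.68, 4.71, −1.16 and −1.02 at D7 and 2.02, 2.86, −0.018 and −0.59 at D15. The germ layer genes had a median of 1.43 at D7, with 20 called higher and 4 lower (adjusted p = 0.0022 by limma's camera and adjusted p = 1.7e-06 by fry), and at D15 20 were called higher (adjusted p = 4.1e-06 by fry); 24 and 20 were called when adjusted over the list alone. At D7 X-linked genes changed by −0.77 relative to autosomal genes. *Nanog* was at 678 TPM at D7 and 652 TPM at D15 in wt and at 261 and 373 TPM in KO, and *Pou5f1* at 1677 and 1954 TPM in wt and 847 and 996 TPM in KO.

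In E8, 2184 genes were called at D7 (1414 higher and 770 lower in KO) and 1338 at D15 (955 and 383) by limma. *Afp* (7.52), *Aqp8* (7.14) and *S100g* (7.11) rose most at D7, and *Snora26* (−6.36), *Mir8114* (−6.03) and *Mir135a-1* (−6.00) fell most. At D15 *Mir5625* (9.32), *Mir1934* (8.21) and *Mir8114* (6.82) rose most and *Mir3078* (−8.84), *Mir18b* (−8.74) and *Mir93* (−8.15) fell most. Small RNAs took 24.9% to 29.9% of the TPM of an E8 library, although the libraries were not made for them, so values of genes this short are uncertain. Replicates of E8 differed by a median of 0.0367 to 0.0652 on the log2 scale and those of *Tsix*-stop by 0.131 to 0.179, so the E8 tests compare libraries that may be closer than independent cultures, and their counts of DEGs, from 1170 to 9745 over the alternatives at D15, are to be read with this in mind.

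Other chromosomes than 12 differed in allelic share in *Tsix*-stop cells. On chromosome 6 from 40 to 100 Mb, the median 129 share was 100% in both KO libraries in each window of 20 Mb on both days, so the median gene there had no *cast* reads. In wt these windows had 56.6% to 62.1% at D0 and 64.0% to 66.8% at D15, and in the CRISPR control 49.1% to 53.4%. Elsewhere on chromosome 6 the KO share was between 45.4% and 55.9%. From 120 to 140 Mb the CRISPR control had 64.8% at D0 and 63.2% at D15, and KO 52.2% and 53.4%. On chromosome 8 the difference lay from 60 Mb on, where wt had 42.7% to 44.5% at D0 and KO 48.7% to 52.4%. On chromosome 11 wt had 45.5% at D15 and KO 51.5%. On the X chromosome from 150 Mb, wt had 37.4% and 39.4% at D0, KO 50.0% and 49.9% and the CRISPR control 50.0%. In E8, the *cast* share of chromosome 12 was 60.4% to 61.4% in wt and 32.9% to 33.8% in KO, and that of chromosome 19 was 48.5% to 49.3% in wt and 62.6% to 63.5% in KO. No explanation was tested for these.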
